# Deciphering the porcine intestinal microRNA transcriptome

**DOI:** 10.1186/1471-2164-11-275

**Published:** 2010-04-30

**Authors:** Soroush Sharbati, Marc R Friedländer, Jutta Sharbati, Lena Hoeke, Wei Chen, Andreas Keller, Peer F Stähler, Nikolaus Rajewsky, Ralf Einspanier

## Abstract

**Background:**

While more than 700 microRNAs (miRNAs) are known in human, a comparably low number has been identified in swine. Because of the close phylogenetic distance to humans, pigs serve as a suitable model for studying e.g. intestinal development or disease. Recent studies indicate that miRNAs are key regulators of intestinal development and their aberrant expression leads to intestinal malignancy.

**Results:**

Here, we present the identification of hundreds of apparently novel miRNAs in the porcine intestine. MiRNAs were first identified by means of deep sequencing followed by miRNA precursor prediction using the miRDeep algorithm as well as searching for conserved miRNAs. Second, the porcine miRNAome along the entire intestine (duodenum, proximal and distal jejunum, ileum, ascending and transverse colon) was unraveled using customized miRNA microarrays based on the identified sequences as well as known porcine and human ones. In total, the expression of 332 intestinal miRNAs was discovered, of which 201 represented assumed novel porcine miRNAs. The identified hairpin forming precursors were in part organized in genomic clusters, and most of the precursors were located on chromosomes 3 and 1, respectively. Hierarchical clustering of the expression data revealed subsets of miRNAs that are specific to distinct parts of the intestine pointing to their impact on cellular signaling networks.

**Conclusions:**

In this study, we have applied a straight forward approach to decipher the porcine intestinal miRNAome for the first time in mammals using a piglet model. The high number of identified novel miRNAs in the porcine intestine points out their crucial role in intestinal function as shown by pathway analysis. On the other hand, the reported miRNAs may share orthologs in other mammals such as human still to be discovered.

## Background

One of the basic requirements for the development of higher taxa in animal phylogeny was the acquisition of complex gene regulatory networks. Besides alternative splicing, RNA interference (RNAi) is recognized to be one of the key regulators of the post-transcriptional eukaryotic gene expression. Animal miRNAs (~ 22 nucleotides) belong to the class of endogenous small interfering non-coding RNAs. They direct the regulation of gene expression by binding partially complementary target sites in the 3' untranslated regions (3'UTR) of mRNAs [1]. It was noticed early that especially the 5' end of miRNAs is important for the binding of target mRNAs [2], in particular nucleotides 2-8, sometimes referred to as the 'seed' [3]. MiRNAs have been identified in numerous vertebrates including primates, rodents and fish but also in invertebrates e.g. worms and flies as well as in viruses [4]. A large number of miRNAs is highly conserved among related species indicating their role in crucial cellular processes such as stress adaption and hormone signaling [5]. During evolution more and more miRNA families were added to metazoan genomes and once incorporated into regulatory networks, few shifts of the mature sequence have occurred. These observations led to the hypothesis that morphological complexity is in part directed by the acquisition of new miRNA families during animal phylogeny [6,7]. While several hundreds of human miRNAs are known, limited data sets are available for other species. According to miRBase Release 14.0 [8], the number of noted human and murine miRNAs exceeds 700 and 500, respectively. Beside these species, the coverage of the miRNAome from other mammals e.g. pig remains scarce. To date 77 porcine miRNA sequences have been deposited in miRBase Release 14.0 and recently 96 novel and conserved mature miRNAs were identified in a porcine tissue pool while only 11 precursor molecules were identified [9]. Another recent study also based on searching for conserved miRNAs resulted in 162 identified precursors in swine skeletal muscle [10].

Besides their importance in livestock production, pigs are of particular biomedical interest because of their phylogenetic relation to humans. In this context and because human intestinal samples are limited and valuable tissue is only available after ileostomies or colonoscopies, rodents have been introduced as common models for human gastrointestinal studies. But limitations like differences in intestinal morphology, enteric microbiota, body mass, life span and different food intake raise concerns about the suitability of the rodent model. Obvious differences between mammals concerning the degree of intestinal maturation at birth should be taken into account. Rodents are born after a short gestation period with a premature intestinal tract. In contrast, pigs are born after a long gestation showing advanced intestinal development at birth. Therefore, pigs are closer to human intestinal development during fetal and neonatal periods [11]. In addition, the porcine anatomy and the physiology of digestion are very comparable to those of humans [12] favoring the piglet model as a suitable animal model to investigate human gastrointestinal diseases [13,14] and to understand signaling pathways related to mucosal development. For example, a piglet model of dextran sodium sulfate (DSS)-induced colitis was used to successfully evaluate mucosal immunity and therapeutic responses in patients with inflammatory bowel disease (IBD) [15]. Apart from Crohn's disease (CD), ulcerative colitis (UC) is one of the major idiopathic IBD. Interestingly, Wu and colleagues have recently shown that miRNAs are dysregulated in humans with UC. While three miRNAs showed significantly decreased expression, eight others were significantly increased in patients with UC [16]. However, to better investigate and understand regulatory networks of such exemplified diseases in the porcine model, a deeper coverage of the intestinal miRNAome is needed. Recently, we have reported 10 novel porcine miRNAs after introduction of a new concatameric cloning strategy [17]. Deep sequencing enables the immediate generation of a vast number of sequence data. As a proof of principle that deep sequencing can be used to discover hundreds of novel miRNAs from a single sample, we have introduced a method based on downstream sequence analysis using the algorithm miRDeep to detect ~ 200 previously unannotated canine miRNAs [18]. Thus, next generation sequencing methods provide the opportunity for detecting miRNA molecules at an unrivalled depth. In this study, we have applied deep sequencing followed by bioinformatical analysis of the acquired data to discover novel porcine miRNAs from a pool of porcine intestinal samples. After identification of novel porcine miRNAs including their precursors, the intestinal miRNAome was deciphered along the entire porcine intestinal tract including duodenum, proximal and distal jejunum, ileum, ascending and transverse colon.

## Results

### Deep sequencing unravels the expression of more than 300 potential porcine intestinal miRNAs

We have applied deep sequencing to analyze the expression of regulating miRNAs in the porcine intestine. For this purpose, a total RNA pool of samples from distal jejunum and ileum of four piglets at the age of 31 days was established in equal shares.

In total 5,745,733 reads were generated by deep sequencing of the small RNA fraction (20-30 nt). Of those 1,422,397 reads mapped to the pig genome perfectly. After specific selection (see material and methods section) of eligible reads, miRNA predictions were made using miRDeep, an algorithm to identify known and novel miRNAs in deep sequencing data. miRDeep uses the mapped reads as guidelines for excising potential miRNA hairpins from the genome. Each hairpin is assigned a score, which reflects the probability that the hairpin is a genuine miRNA precursor [18]. Altogether, 399 were scored by miRDeep and chosen for further analysis, of which 103 were known miRNAs (according to miRBase 14.0 and Nielsen et al. 2009). 354 hairpins were reported by miRDeep passing the cut-off score of -3, of which 140 were estimated to be false positives, representing a signal to noise ratio of 2.5. Hairpin forming precursors (including the flanking region) predicted by miRDeep exhibited low minimal free energies (mfe) ranging between -67.4 and -21.5 kcal/mol (Additional file 1). The hairpin structures of eight precursor sequences are exemplified in Figure 1 (for detailed information about all predicted hairpin forming precursors see Additional file 1). Among them were novel porcine miRNAs (Figure 1, H) that possessed low or no conservation among other mammals but also four putative viral miRNAs. Because of the imperfect coverage of the pig genome assembly an additional search of conserved mammalian miRNAs was performed. This approach yielded 119 porcine mature miRNA candidates that did not map to the pig genome assembly and 18 mature miRNA candidates that did map to the genome but had not been reported by miRDeep. Blast searches against known miRNAs (miRBase 14.0 and Nielsen et al. 2009) revealed 20 novel and conserved mature miRNAs (for details see Additional file 2).

**Figure 1:**
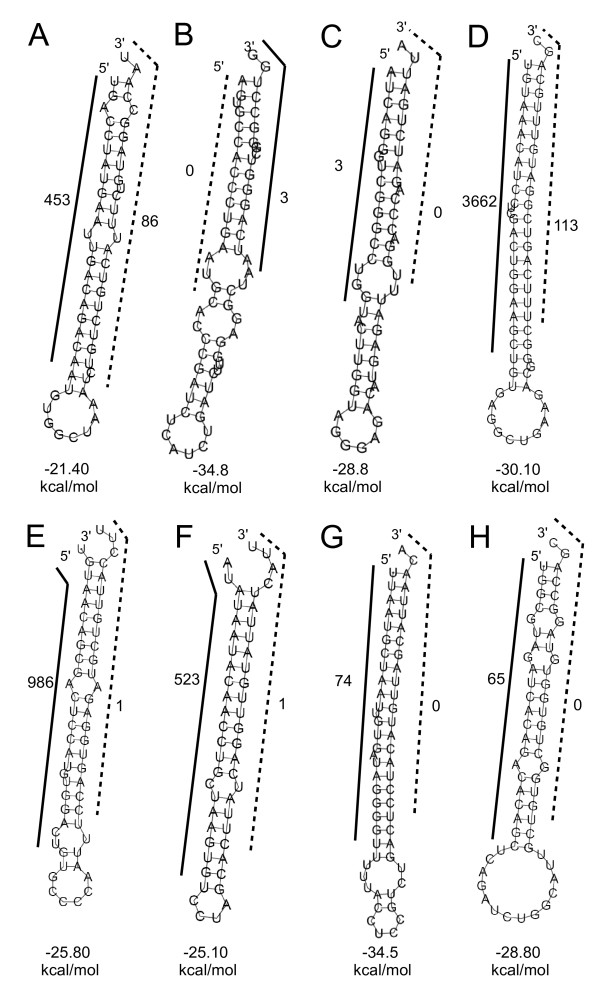
**Hairpin forming miRNA precursors**. The secondary structure of miRNA precursors is shown. The black bars indicate the mature miRNA, while the dashed bars indicate the star sequence. The numbers represent the deep sequencing reads of mature and star sequences, respectively. The minimal free energy (mfe) values are shown below. A) ssc-miR-215, B) MDM238, C) MDM392, D) ssc-miR-30a, E) ssc-miR-194, F) ssc-miR-374b, G) ssc-miR-155, H) ssc-miR-4331.

### Microarray experiments verify the expression of 194 novel miRNAs

We have used the newly identified potential miRNA sequences as well as known porcine and human miRNA sequences to perform the first miRNAome analysis along the entire intestinal tract of a mammalian organism by using customized microarrays (febit biomed GmbH, Heidelberg, Germany). This approach served also as verification of miRDeep predicted data. Pooled samples from different intestinal loci (duodenum, proximal and distal jejunum, ileum, ascending and transverse colon) of four healthy 31 days old piglets were subjected to miRNA microarray analysis. 

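Each locus was 1 RNA pool of 4 piglets, which had been weaned at 28 days. All loci were taken from the same 4 animals, so that the pools are not independent of each other. Each pool was hybridized once to each of 2 febit Geniom array designs. A common reference was treated in the same way, so that 14 arrays were made and no locus was replicated. On these one-colour arrays 250 ng of RNA was hybridized for 16 h at 42 °C, and a biotin label was read as fluorescence of each spot. The miRDeep array carried 399 predicted mature miRNAs and their 399 star strands in 7 spots each. The conserved and human array carried 142 conserved porcine, 74 known porcine and 885 human probes in 3 spots each.

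The values deposited by the authors are log2 values after background subtraction and variance stabilizing normalization (VSN), a scale that follows the logarithm at high signal and becomes linear near the background. Differences close to the detection cut-off of 7 are therefore compressed. The deposited values could be recomputed from the deposited scanner signals of all 14 arrays with a largest deviation of 1e-08, apart from 33 probes of the proximal jejunum on the conserved and human array that the authors had set to a lowest value of 1.0. The median spot signal was 512 to 792 on the miRDeep arrays and 544 to 984 on the conserved and human arrays. Replicate spots of probes above 7 had a median SD of 0.663 to 1.01 log2 units on the first design and of 0.522 to 1.093 on the second.

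For comparisons of regions, duodenum and proximal jejunum (proximal small intestine), distal jejunum and ileum (distal small intestine), and ascending and transverse colon were each taken as 2 samples of a region in limma, with 3 residual degrees of freedom. Nothing in the sampling makes the 2 loci of a region replicates, and the p-values, all 2-sided, measure the spread between them. Probes above 7 in at least 2 of 6 loci were tested (253 on the miRDeep array, 256 on the conserved and human array), each design on its own, with Benjamini-Hochberg adjustment and a limit of 0.05. In data simulated with the spread of these arrays, probes were drawn independently of each other. A difference of 2 log2 units was found there for 98.5% of the changed probes on the miRDeep array. On the conserved and human array it was found for 0%, and a difference of 4 for 58.5 to 77.5%.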

MIAME-compliant data relative to the applied platforms as well as processed and raw sample data were submitted to the NCBI GEO repository [19] and accession-numbers were assigned (platform and samples for miRDeep predicted probes: platform, GPL9724; duodenum, GSM501150; proximal jejunum, GSM501151; distal jejunum, GSM501152; ileum, GSM501153; ascending colon, GSM501154; transverse colon, GSM501155; common reference, GSM501156; platform and samples for human samples including porcine conserved mature miRNA: platform, GPL9724; duodenum, GSM501118; proximal jejunum, GSM501119; distal jejunum, GSM501120; ileum, GSM501121; ascending colon, GSM501122; transverse colon, GSM501123; common reference, GSM501124). For selection of highly reliable expression data and validation of the miRDeep prediction, we decided to apply a stringent selection strategy. The predicted mature as well as relating star sequences were synthesized in seven replicates on a febit biochip. After background subtraction and variance stabilizing normalization (VSN) of array data, only expression values of mature sequences higher than 7 were considered. This threshold is chosen as a cut-off for selecting bona fide signals. From the eliminated data also those were considered with a signal intensity of the star sequence higher than 7. 

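The star strand gave the higher signal on all 7 arrays, and a signal above 7 on at least 1, for 63 of the 399 predictions on the miRDeep array. The widest gaps were those of MDM198, with a mean of 11.56 for the star and 6.80 for the mature probe over the 6 loci, MDM312 (9.96 and 5.37) and MDM294 (8.93 and 5.28). Known miRNAs among them were miR-34a, a target of the tumor suppressor p53, with 7.70 for the star and 5.41 for the mature probe, miR-1713 (9.93 and 6.68), miR-449a (7.24 and 6.28) and miR-146b, a regulator of inflammatory signaling (6.90 and 5.79). The miR-146b prediction counted was MDM79, and MDM85, with identical mature and star sequences, was not among the 63. For 23 of the 63 the star probe was above 7 on all 7 arrays, and for 44 the mature probe was above 7 on none. The gap was at least 1 log2 unit on every array for 18, among them MDM277, MDM288 and MDM371. The mature strand was the higher one on all 7 arrays, with a signal above 7 on at least 1, for 68 predictions. The copy of Additional file 3 used here holds 197 entries, nearly all of the list; 29 of them are marked as having the stronger star strand, and 19 of these are among the 63. The 2 probes of a pair differ in sequence and in binding, so a difference in signal is not a ratio of strand amounts.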

In our microarray experiments, we detected 31 miRNAs showing consistently higher signal intensities of their star strands compared with the predicted mature molecules (Additional file 3). After choosing this high level of quality assurance by simultaneous detection of the mature as well as star sequence we have verified the expression of 194 miRDeep predicted mature miRNAs. 

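A mature signal above 7 in at least 1 of the 7 samples was found for 208 predictions and a star signal for 183, and both strands were above 7 in some sample for 81. Among the predictions that are not identical with a known porcine miRNA, 206 had a signal of either strand. Mature probes above 7 in every sample numbered 50 and included miR-143 and miR-145, which are made in smooth muscle, miR-215 of the epithelium, and miR-21. Star probes above 7 in every sample numbered 35, with the star strand of MDM277 as the brightest of the distal small intestine. Both strands of 7 predictions were above 7 on all 7 arrays.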

We considered another 7 sequences as genuine miRNAs, which showed no signal on microarrays but were conserved among animals. Consequently, we have identified 201 apparently novel porcine miRNAs out of 399 miRDeep predicted sequences (Additional file 3). As mentioned above 354 predicted precursors possessed a score above the cut-off -3, of which an estimated 140 were false positives. According to the microarray experiments, we have identified 95 false positive miRNAs representing a signal to noise ratio of 4.2 and underlining the robustness of the miRDeep prediction.

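Neither strand reached a signal above 7 in any sample for 115 of the 399 predictions, counted over known miRNAs and other predictions alike. Among the known miRNAs whose mature probe stayed below 7 were miR-155, which is made by activated leukocytes (4.70 to 6.87 over the 7 samples), miR-196b, which lies in a Hox gene cluster (mean 5.15), and miR-34a (4.52 to 6.45). A count of this kind follows the cut-off closely, and with cut-offs of 6 and 8 the number of predictions without a signal was 1 and 300.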

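Counted over the porcine probes of both arrays, with a prediction taken as detected when either strand was above 7, 413 had a signal in at least 1 sample. Among these were 284 predictions, 89 conserved porcine miRNAs and 40 known porcine miRNAs. In addition, 303 of the 885 human probes were above 7 in at least 1 sample. These are counts of probes, and a miRNA with several probes is counted several times.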

By regarding also the identified conserved mature miRNAs not covered by miRDeep and the known porcine sequences deposited in miRBase, we have verified the expression of 332 miRNAs expressed in the porcine intestine including 201 apparently novel porcine miRNAs (194 miRDeep predicted plus seven conserved mature miRNAs) corresponding to 61% (Figure 2A). Taken together, between 204 (proximal jejunum) and 183 (ascending colon) miRNAs were found to be expressed in different intestinal loci, while the percentage of novel porcine miRNA varied between 53 and 68% depending on the locus analyzed (Figure 2A and Additional file 4).

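With the deposited values and a cut-off of 7, porcine probes with a signal numbered 264 in the proximal jejunum, 250 in the duodenum, 243 in the transverse colon, 235 in the ascending colon, 228 in the ileum, 226 in the distal jejunum and 242 in the common reference. This order depends on the scale and the cut-off: the transverse colon had the most with quantile normalization (252, against 236 in the proximal jejunum) and with a cut-off of 8 (147, with 105 in the duodenum as the lowest). Predicted mature miRNAs ran from 94 in the transverse colon to 121 in the distal jejunum, and star strands from 83 to 96. The difference between loci lay mostly in the conserved and known porcine miRNAs, of which 104 were detected in the proximal jejunum and 50 in the ileum. Human probes ranged from 99 in the ascending colon to 189 in the proximal jejunum, but from 98 to 113 with quantile normalization, where the proximal jejunum was lowest, and with a cut-off of 8 the transverse colon was highest (101). A single locus was the only one with a signal for 105 porcine probes.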

**Figure 2:**
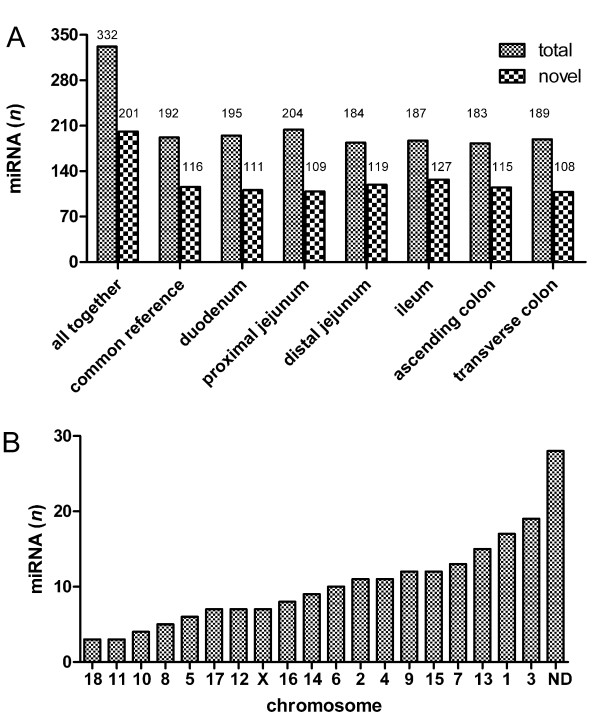
**Number of identified miRNAs**. A) The total number (small squares) and the number of apparently novel porcine miRNAs (large squares) are given for all intestinal loci including the common reference. B) The number of the assumed novel miRNAs possessing predicted hairpin forming precursors per chromosome. Abbreviation: ND, not determined.

A high number of analyzed miRNAs showed overlapping expression in morphologically related intestinal loci shown by the Venn diagrams in Figure 3A-C. There was an overlapping expression of 130 miRNAs in distal jejunum and ileum (including the common reference) corresponding to 71% and 70% of totally expressed miRNAs in distal jejunum and ileum, respectively (Figure 3B). 

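Distal jejunum and ileum shared 163 detected porcine probes that were also found in the common reference, which is 72.1% of those of the distal jejunum and 71.5% of those of the ileum. Without the common reference, this pair shared 72.6% of the probes found in either locus, the largest share among the 15 pairs of loci. MDM148, MDM227, MDM276 and miR-4332, which were higher in these 2 loci, were among the shared probes.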

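The 2 colonic loci shared 162 detected porcine probes with the common reference, 68.9% of those of the ascending colon and 66.7% of those of the transverse colon. Leaving the common reference aside, 59.3% of the probes detected in either colonic locus were found in both, which ranks this pair at place 9 of 15. Duodenum and proximal jejunum shared 168 probes with the common reference (67.2% and 63.6%), and 61.6% of those found in either locus, at place 4 of 15. The transverse colon shared 62.5% with the proximal jejunum and 62.2% with the duodenum. Probes for miR-143, miR-145 and miR-103 were detected in all of these loci.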

Consistent expression was also determined in both colonic loci, 124 miRNAs were expressed both in transverse and ascending colon representing 65% and 67% of regarding totally expressed miRNA (Figure 3C). For comparative expression analysis among the intestinal loci, we have applied the strategy of using a common reference representing a pool of all samples. As shown in Figure 3D, 93 miRNAs showed ubiquitous expression in all loci including the common reference. 

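In all 6 loci and the common reference 121 porcine probes were above 7. They comprised 83 predictions with a mature or star signal, 27 conserved and 11 known porcine miRNAs, with miR-143, miR-26a, miR-145, miR-125b and miR-4332 among the brightest. Asking for the 6 loci only gave 126.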

For evaluation of comprehensive microarray data and to allow for comparison of spatial miRNA expression, we have calculated the log ratios of those 93 miRNAs for every locus and their counterparts from the common reference. In consistence with the Venn diagrams, hierarchical clustering of both genes and samples revealed similar expression profiles in morphologically related intestinal tissues. Both colonic loci clustered together, they formed a superior group with the distal jejunum and ileum while duodenum and proximal jejunum clustered together (figure 3E). 

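On the miRDeep array the loci of each region resembled each other most. Over 85 probes above 7 in all 7 samples, including miR-143, miR-145, miR-125b, miR-26a and miR-214, the mean Euclidean distance between the 2 loci of a region was 3.76, against 8.80 over all ways of pairing the 6 loci. The anatomical pairing had the smallest distance of the 15 possible pairings (exact permutation test, 1-sided p = 0.0667, the smallest value that 6 loci allow). In simulated data with pairs, this smallest value was reached in 60 of 60 runs, and in 1 of 60 runs without pairs. With average linkage, duodenum and proximal jejunum formed one pair, distal jejunum and ileum the next and the colonic loci the last. The colonic pair then joined the proximal pair, with distal jejunum and ileum apart, and this order was the same with complete linkage, with correlation as the distance and with quantile normalization. With all 798 probes the colonic pair joined distal jejunum and ileum. Over all tested probes, miR-194 and miR-215 set the proximal pair apart most, and miR-4332, the star strand of MDM277, MDM148, MDM227 and MDM276 the distal pair.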

At the gene level we have identified several clusters, while five of which were of particular interest. 

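In duodenum and proximal jejunum, miR-194 was higher than in the other loci by 4.65 log2 units (SE 0.27, limma adjusted p = 8.44e-07) and miR-215 by 4.35 (SE 0.36, adjusted p = 1.6e-05). Both are made in the intestinal epithelium and are induced by p53. miR-375, which enteroendocrine cells make, was higher by 1.40 (SE 0.38, adjusted p = 0.0234), and the 3 tested miRNAs of an epithelial list of 11 were all higher, with a median of 4.35. The call of miR-375 was kept in 3 of 6 fits that left out 1 locus each (0.72 to 2.08). Next came miR-29c, with 1.74 (SE 0.28, adjusted p = 0.00283), let-7i, which holds back growth genes, with 1.38 (SE 0.35, adjusted p = 0.0203) and miR-30a with 1.22 (SE 0.33, adjusted p = 0.0234). The other loci were all below 7 for miR-29c, so its difference is at least 0.55. For miR-376c 1 probe was called higher (MDM56, 1.42, SE 0.28, at least 0.30, adjusted p = 0.00617, not called after scaling with adjusted p = 0.0691), while MDM57, of identical sequence, differed by -0.66 (SE 0.34, adjusted p = 0.169). Lower in the proximal small intestine were miR-1222, by at least 0.99 (log2 difference -1.70, SE 0.28, adjusted p = 0.00283), miR-4332 (-1.72, adjusted p = 0.00308), MDM227 (-1.57, adjusted p = 0.00434) and the star strand of MDM277 (-1.88, SE 0.27, adjusted p = 0.00188).

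Altogether limma called 15 probes higher and 49 lower in the proximal small intestine with the deposited values, 22 and 29 with quantile normalization, and 37 and 18 after scaling to the detected probes, where the balance was reversed. Both proximal loci lay above the other 4 for 34 of the 253 probes and below them for 55, where 6.67% each way would do so by chance. The proximal difference fell with the GC content of the probe (Spearman rho = -0.415, permutation p = 1e-05): below 50% GC 9 probes were called higher and 0 lower, and at 70% or more 2 were called higher and 30 lower. With a GC trend removed from each locus, miR-194 (4.46) and miR-215 (3.51) were still called higher, and miR-1222, miR-4332, MDM227 and the star strand of MDM277 lower. The calls of miR-29c (0.80, adjusted p = 0.0874), miR-376c (0.57, adjusted p = 0.215), let-7i (0.68, adjusted p = 0.168), miR-30a (0.85, adjusted p = 0.0881) and miR-375 (1.29, adjusted p = 0.0632) were lost.

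The epithelial list passed a competitive test with camera at a preset correlation of 0.01 (adjusted p = 7.69e-06), as did the 5 known miRNAs of cluster IV, higher (median 0.71, adjusted p = 0.00749), with 4 called when adjusted over the list alone, and 7 members of cluster V, lower (median -1.35, 6 called, adjusted p = 0.00127). None of these, nor any other list in this study, passed with an estimated correlation (adjusted p = 0.274 with an estimated correlation for the epithelial list, and adjusted p = 0.365 with an estimated correlation for the clusters). The clusters were chosen by the paper from the same arrays and are not independent evidence. The tested members of the epithelial list include miR-194 and miR-215, the paper's cluster I, so this list is not independent evidence either.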

Cluster I (Figure 3E) shown in the hierarchically clustered heatmap harbored only miR-194 and miR-215, which were highly expressed in the proximal parts of the small intestine (duodenum and proximal jejunum). Consequently, we searched for predicted targets using Targetscan [20] and subjected the outcome to pathway analysis using the tool DAVID [21] and considering the affected BioCarta and KEGG pathways. This revealed that these miRNAs seem to have an impact mainly on pathways that determine cellular differentiation and proliferation such as TGF-beta, ErbB, insulin and mTOR signaling pathways. Cluster II consisted of miR-214 and MDM288 showing increased levels of expression in both colonic loci. 

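miR-214, which is made in fibroblasts, was higher in both colonic loci by 1.29 log2 units (SE 0.25, limma adjusted p = 0.0151), with 10.36 and 10.41 in ascending and transverse colon and 9.06 to 9.13 in the small intestine. The MDM288 probe was below 7 in every sample, with 6.78 in the ascending colon, 5.95 in the transverse colon and 5.16 to 5.87 in the small intestine, and so was not tested. The star strand of MDM288 gave 7.77 to 8.91 and was above 7 in all samples. miR-1222 was also higher in colon, by 1.67 (SE 0.28, adjusted p = 0.00727). Lower in colon, beside miR-194 and miR-215, were MDM291 (-1.75, SE 0.32, adjusted p = 0.0118), of which at least 0.32 lies above the cut-off, and MDM394 (-1.33, SE 0.30, adjusted p = 0.0236, at least 0.86). MDM248 (adjusted p = 0.0238) and miR-29c (adjusted p = 0.0207) were called lower too, but their means were below 7 in colon (5.42 and 5.51) and in the small intestine (6.90 and 6.83), so that no size is given.

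In all, 2 probes were called higher and 10 lower in colon, and 58 of the 253 had an unadjusted p below 0.05. Both colonic loci lay above the other loci for 13 probes and below them for 30. In the 6 fits that left out 1 locus each, the calls of miR-194, miR-215 and miR-1222 were kept in all, that of MDM291 in 4, those of miR-214 (highest adjusted p = 0.0888) and MDM248 in 2, and those of MDM394 and miR-29c in 1. The difference of miR-214 was 1.47 with quantile normalization and 1.78 after scaling, and was called with both. MDM248 and MDM394 were not called with quantile normalization (adjusted p = 0.0714 and adjusted p = 0.0654), MDM291, MDM248 and miR-29c not after scaling (adjusted p = 0.416, adjusted p = 0.639 and adjusted p = 0.111), and MDM248, MDM394 and miR-29c not with a GC trend removed. A further prediction that carries the name miR-214 but has another sequence, MDM167, was level (-0.12, adjusted p = 0.841).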

The downstream analysis indicated that cell cycle determining pathways such as Cyclin E and E2F destruction pathways but also cell to cell adhesion signaling were affected by these miRNAs. Cluster III harbored miRNAs that show ubiquitously high expression along the intestine. 

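miR-143, a miRNA of smooth muscle and connective tissue, was among the brightest probes of every locus, with 11.74 to 12.78 over the 7 samples, and MDM132, a prediction with the same mature sequence, ranged from 11.38 to 12.72. miR-103, which acts in insulin signaling, ranged from 9.69 to 11.14 and miR-140*, known from cartilage, from 9.19 to 10.09. Weaker but above 7 in all samples were miR-331-5p (7.05 to 7.89) and MDM293 (7.12 to 8.23). On the conserved and human array miR-152, whose gene lies on chromosome 12 from 24292249 to 24292328 within COPZ2, had 7.05 to 9.64, while the human probe for miR-331-5p was below 7 in every sample. With the deposited values no member was called between regions in limma. The largest contrasts were in the distal small intestine, where MDM132 differed by -0.76 (adjusted p = 0.0775), miR-103 by -0.65 (adjusted p = 0.114) and miR-143 by -0.63 (adjusted p = 0.0972). Other scalings gave calls: with quantile normalization miR-103 (-1.07, adjusted p = 0.00518), miR-140* (-0.88, adjusted p = 0.0115) and MDM132 (-0.71, adjusted p = 0.0211) were lower in the distal small intestine and MDM132 was higher in colon (0.94, adjusted p = 0.0222), while the miR-143 probe MDM3, of the same sequence as MDM132, was not called in either contrast (-0.55, adjusted p = 0.217, and 0.39, adjusted p = 0.459). After scaling to the detected probes miR-143, MDM132, miR-103 and miR-140* were all lower in the distal small intestine (-1.28 to -1.65), and miR-143 and miR-103 higher in the proximal (1.03 and 1.10). Taken as a list, its 5 tested members were lower in the distal small intestine (median -0.37, camera adjusted p = 0.025), and not with the correlation estimated (adjusted p = 0.269 with an estimated correlation).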

Two other clusters of miRNAs showed a decreased or increased expression in distal jejunum and ileum, respectively (Figure 3E, IV & V). The first one harbored known miRNAs such as miR-26a, miR-27a, miR-125b, miR-130a and miR-145 but the latter was mainly composed of novel and not conserved miRNAs. 

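In distal jejunum and ileum all 5 named miRNAs of cluster IV were lower: miR-125b, which is abundant in mesenchyme, differed by -1.46 log2 units (adjusted p = 0.0066), miR-130a by -1.27 (SE 0.31, adjusted p = 0.00958), miR-145, a miRNA of smooth muscle, by -1.23 (SE 0.29, adjusted p = 0.00939), miR-27a by -1.20 (SE 0.27, adjusted p = 0.00782) and miR-26a by -1.10 (SE 0.28, adjusted p = 0.0128, all with limma). miR-30a (-1.53, SE 0.33, adjusted p = 0.0066) and let-7c (-1.02, adjusted p = 0.0196) were lower as well. Of 3 probes with the identical sequence of miR-133a, a miRNA of muscle, MDM32 (-1.25, SE 0.28, at least 0.55, adjusted p = 0.00737) and MDM33 (-0.91, at least 0.35, adjusted p = 0.034, kept in 1 of 6 fits that left out 1 locus each) were called lower, and MDM34 was not (adjusted p = 0.124). All 7 tested members of cluster V were higher: miR-4332 by 2.91 (SE 0.29, adjusted p = 0.000107), with 12.84 and 13.00 in the 2 loci, MDM227 by 2.40 (SE 0.29), MDM276 by 2.35 (SE 0.28), MDM142 by 2.34 (SE 0.31), MDM399 by 1.66 (SE 0.25), MDM338 by 1.59 (SE 0.34, at least 0.96) and MDM371 by 1.05 (SE 0.26, at least 0.66, adjusted p = 0.0106). MDM384, which has the sequence of MDM371, was not called (0.34, SE 0.28, adjusted p = 0.386). miR-15b, also listed in cluster V, was not among the members tested here. On the conserved and human array its porcine signal was 10.42 in the distal jejunum and 10.12 in the ileum. It was 9.55 in the duodenum, 7.90 in the proximal jejunum, 10.02 in the ascending colon and 10.40 in the transverse colon, and so not higher than in colon. Outside the cluster the largest differences were those of the star strand of MDM277, 2.90 (SE 0.27, adjusted p = 8.81e-05), and of MDM148, 2.65 (SE 0.30, adjusted p = 0.000196). The functions of these predictions are not known.

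The predictions on this array came from sequencing of a pool of distal jejunum and ileum. Its probes were therefore not chosen evenly over the loci. Altogether 64 probes were called higher and 17 lower with the deposited values, 30 and 20 with quantile normalization, and 13 and 28 after scaling to the detected probes, where the balance was reversed. Without the distal jejunum or without the ileum 22 and 18 were called higher. The calls stand against a median difference of 0.28 over all 253 tested probes, which was 0.02 with quantile normalization and -0.32 after scaling. The named members of both clusters kept their direction under each scaling. Both distal loci lay above the other 4 for 86 probes and below them for 28. In camera, cluster IV had a median of -1.23 (adjusted p = 7.76e-06), cluster V a median of 2.34 (adjusted p = 1.18e-05) and a smooth muscle list, with 3 of 6 miRNAs tested, a median of -0.97 (adjusted p = 0.00223), with 2 called lower and 3 when adjusted over the list alone. The epithelial list was lower as well (3 of 11 tested, median -0.42, 1 called, adjusted p = 0.0305). With the correlation estimated none was below 0.05 (adjusted p = 0.227 with an estimated correlation for the clusters and smooth muscle, and adjusted p = 0.269 with an estimated correlation for the epithelial list). Both clusters were selected by the paper from these arrays, so their p-values are not independent evidence.

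The distal difference rose with the GC content of the probe over 248 probes of known sequence (Spearman rho = 0.541, permutation p = 1e-05, the smallest the permutations can give). Of the 104 probes with at least 70% GC, 42 were called higher and 0 lower, and of the 34 below 50% GC, 0 were called higher and 5 lower. The 47 mature probes of known porcine miRNAs had a median of 47.8% GC, and the 91 of other predictions 69.6%. Among the known miRNAs the rise was weak (Spearman rho = 0.183, permutation p = 0.216), and among the others rho was 0.417 (permutation p = 9e-05). The call counts by GC content therefore also set known miRNAs against other predictions. The members of cluster V have 70.0 to 85.7% GC. With a GC trend removed from each locus, 5 of its 7 members were still called higher, but not MDM338 (0.91, adjusted p = 0.092) and MDM371 (0.57, adjusted p = 0.092). miR-125b, miR-145, miR-27a and miR-30a were still called lower, and 1 of the 3 probes for miR-133a (MDM32, adjusted p = 0.0245, against adjusted p = 0.0502 and adjusted p = 0.107 for the others). miR-130a (-0.82, adjusted p = 0.071), miR-26a (-0.64, adjusted p = 0.091) and let-7c (-0.57, adjusted p = 0.101) were not called. With quantile normalization the call of miR-145 was lost (-0.96, adjusted p = 0.0876), and after scaling that of MDM338 (1.21, adjusted p = 0.058).

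**Figure D1:**
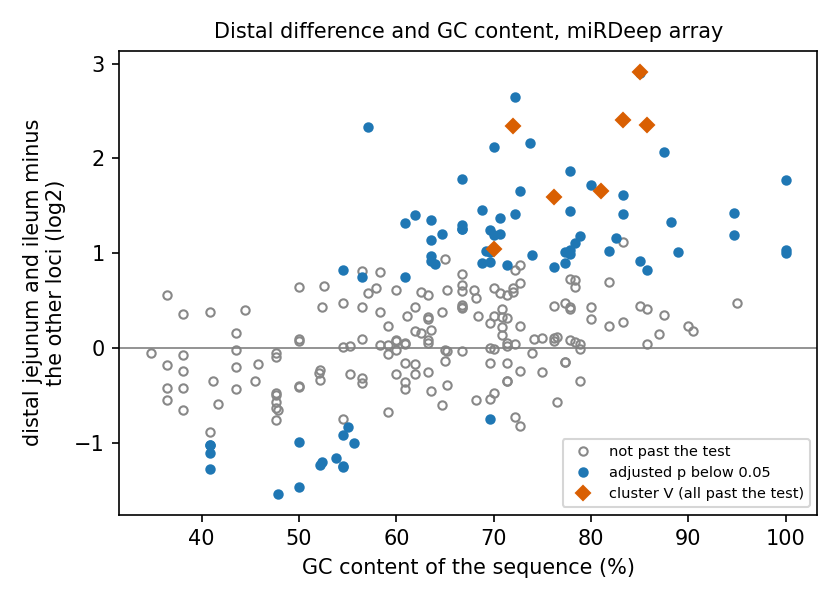
Difference of distal jejunum and ileum from the other loci (log2) against the GC content of the probe on the miRDeep array, for mature and star probes, with the members of cluster V and the probes past the test marked.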

The miRNAs outlined in cluster V have predominant impact on intracellular signaling pathways such as MAPK/ERK, Notch and Wnt signaling but also on Mets affected macrophage differentiation and p53 signaling pathway.

**Figure 3:**
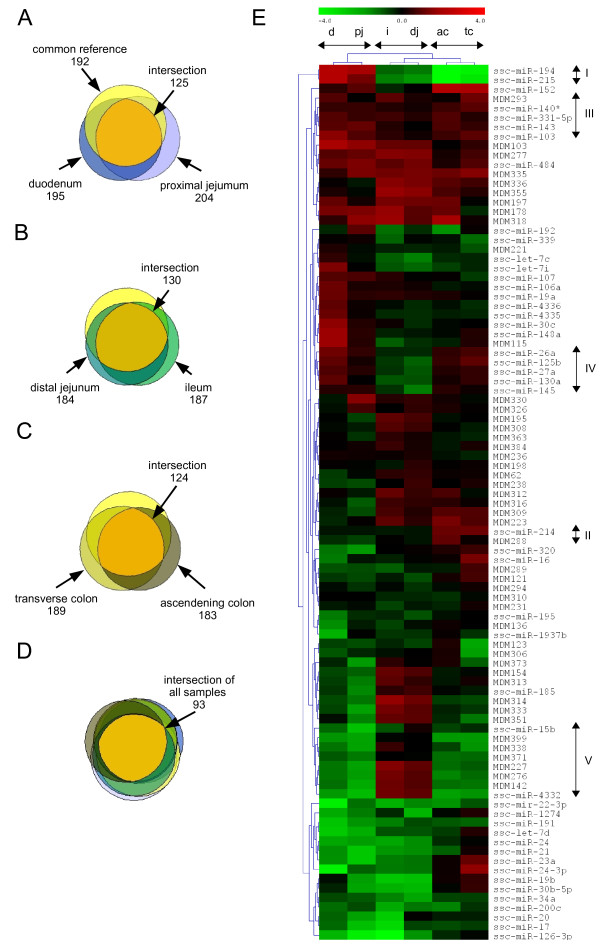
**Venn diagrams and hierarchical clustering of microarray expression data**. Venn diagrams (A-D) show the overlapping expression of miRNAs in related intestinal loci including the common reference. A) 125 miRNAs showed overlapping expression in duodenum, proximal jejunum and the common reference. B) The Venn diagram shows 130 miRNAs that were common in ileum and distal jejunum. C) 124 miRNAs showing overlapping expression were detected in both colonic loci. D) 93 miRNAs were commonly expressed in all analyzed samples. These miRNAs were chosen to perform the hierarchical clustering. E) Figure shows the heatmap of expression data after hierarchical clustering of both samples and genes. The heatmap is based on calculated log ratios between samples and the common reference. Arrows indicate clusters of interest both on gene as well as sample level. Abbreviations: MDMx, apparently novel miRNAs, d, duodenum; pj, proximal jejunum; dj, distal jejunum; i, ileum; ac, ascending colon; tc, transverse colon.

In addition four miRNAs were identified, which partly matched known viral miRNAs. MDM133, 154, 329 and 335 may represent novel porcine specific viral miRNAs being partly identical to hsv1-miR-H1, rrv-miR-rR1-4, mdv2-miR-M18-5p and mdv2-miR-M30, respectively (data not shown). 

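Among the predictions that resemble viral miRNAs, MDM154 was above 7 in all samples, with 8.15 to 10.13, and was higher in distal jejunum and ileum than in the other loci by 1.41 log2 units (SE 0.26, limma adjusted p = 0.00401). This difference was 0.53 with quantile normalization (adjusted p = 0.0298), 0.69 after scaling to the detected probes (adjusted p = 0.105, not called) and 0.85 with a GC trend removed (adjusted p = 0.0431). The mature probe of MDM335 was below 7 in every sample (5.58 to 6.96), and its star probe was above 7 in all 7. MDM329 was above 7 in the proximal jejunum only, with 7.12. MDM133 stayed between 5.34 and 6.81.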

While MDM154 and MDM335 were expressed along the entire intestine, MDM329 was only detected in proximal jejunum and the expression of MDM133 was below the detection limit (Figure 3E).

In our microarray approach we also included known human miRNAs obtained from miRBase 13.0 allowing also a heterologous approach between human probes and porcine miRNAs. After selecting the miRNAs being expressed in all loci including the common reference, we have identified 66 miRNAs, which were chosen for clustering analysis as described above. 

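With a cut-off of 7, 46 of the 885 human probes were above it in all 7 samples, and with a cut-off of 6, 65 were. The 46 included the human probes for miR-194, miR-215 and miR-192, which are made in the epithelium, for miR-143 and miR-145 of smooth muscle, and for miR-125b and miR-24. Of all human probes 11.2 to 21.4% had a signal in a given locus, and 139 were above 7 in a single locus.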

Interestingly, there was consistent clustering of intestinal samples, as described for the homologous approach above. 

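On the conserved and human array, over 84 porcine and human probes above 7 in all 7 samples, the mean Euclidean distance between the 2 loci of a region was 8.76, against 13.5 over all pairings (exact permutation test, 1-sided p = 0.0667, 1 of 15 pairings). In the tree with average linkage the colonic pair joined distal jejunum and ileum, and duodenum and proximal jejunum stood apart. The 84 probes included those for miR-143, miR-145 and miR-125b, which are abundant in muscle and connective tissue, and for miR-194, miR-192 and miR-215 of the epithelium. The 46 human probes alone gave the same tree, while complete linkage put distal jejunum and ileum with the proximal pair. With quantile normalization and with all probes the colonic pair and the distal pair were still joined but duodenum and proximal jejunum were not (2 of 3 pairs).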

All related intestinal parts clustered together, while in concordance to the homologous approach the colon and the distal parts of the small intestine formed a superior cluster (Figure 4). Conserved miRNAs showed comparable expression patterns and clustering revealed consistency between both approaches, e.g. miR-126, miR-24 and miR-22 were combined in the same cluster and together with miR-16, miR-21 and let-7d showed increased expression in colon compared with other loci (Figure 4). 

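In colon, the human probes for let-7d, a member of a family that restrains growth genes, lay 1.46 log2 units above the small intestine (SE 0.63, adjusted p = 0.214), for miR-24, which limits apoptosis and cell division, 1.64 (SE 0.55, adjusted p = 0.144), for miR-126 of endothelium 1.30 (SE 0.62, adjusted p = 0.254), for miR-22 0.99 (SE 0.58, adjusted p = 0.348), for miR-21, which is abundant in stroma, 0.70 (SE 0.88, adjusted p = 0.653) and for miR-16, a brake on the cell cycle, 0.42 (SE 0.71, adjusted p = 0.733). None of the 6 passed limma, alone or when adjusted over the list alone, and as a list they had a median of 1.18 (camera adjusted p = 0.0976). On this array limma called 0 probes in the colon contrast (lowest adjusted p = 0.102), with 65 of 256 at an unadjusted p below 0.05, 51 of them above and 14 below the small intestine. Of the 84 probes that pass a filter in all 6 loci, 17 were called higher and 1 lower, against a median difference of 1.01 over the 84. Both colonic loci lay above all other loci for 70 probes and below them for 20. The median difference of all tested probes was 0.63, which became -0.05 with quantile normalization and -0.27 after scaling to the detected probes; miR-22 then differed by -0.13 and -0.12, miR-16 by -0.04 and -0.71 and miR-21 by 0.07 and -0.39, and the other 3 stayed above 0. The miRDeep probe for miR-21 differed by -0.39 between colon and small intestine (SE 0.35, adjusted p = 0.557). The paper chose these miRNAs from the same arrays, so the list is not independent evidence.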

After selecting miRNAs with consistent signal detection i.e. with overlapping detection in the homologous and heterologous approach (discarding of porcine specific sequences), 13 miRNAs were selected for correlation analysis between both approaches. The Pearson correlation coefficients were calculated depending on the locus and were between 0.7235 in duodenum and 0.9332 in ascending colon (p < 0.0001). 

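For 19 miRNAs with a porcine and a human probe above 7 in all 7 samples, the 2 signals were correlated in every sample. Porcine probes of both designs were used, while the human probes lay on the conserved and human array only. For miR-106a, miR-145 and miR-215 the porcine signal came from the miRDeep array, which was normalized separately. Pearson r was 0.940 in the ascending colon, 0.890 in proximal jejunum and ileum, 0.843 in the transverse colon, 0.791 in the distal jejunum, 0.660 in the common reference and 0.585 in the duodenum, with permutation adjusted p = 0.00862 in the duodenum, adjusted p = 0.00178 in the common reference and smaller ones elsewhere. In the duodenum r was 0.405 without the 2 miRNAs farthest from the center, and Spearman rho was 0.532. Other settings gave a higher r there. It was 0.711 with the porcine probes of the conserved and human array only, 0.771 for probes above 7 in that sample and 0.705 with quantile normalization. The miRNAs span a wide range of signals, from miR-143 and miR-215 downward, and r measures their order of brightness within a sample, not their course along the intestine.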

The global Pearson correlation coefficient calculated from all loci was 0.7468 (p < 0.0001). 

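Over all 7 samples together r was 0.806 for the 19 miRNAs, and 0.887 for the 16 miRNAs with a human and a porcine probe side by side on the conserved and human array. Course along the loci was a different matter. For 9 miRNAs above 7 in all 6 loci on both designs, the mean r of their 2 profiles was 0.118, against -0.105 when each miRNA was paired with a random partner among the 9 (permutation p = 0.0162, 1-sided). With quantile normalization these were 0.407 and 0.093. Over 32 miRNAs above 7 in at least 1 locus they were 0.231 and 0.092 (permutation p = 0.0132), with 24 profiles above 0 and 8 below. miR-215 (0.90) and miR-214 (0.84) had matching profiles, and miR-125b (0.25), miR-143 (0.20) and miR-145 (0.11) weak ones. miR-26a (-0.03) and miR-21 (-0.11) were near 0, and miR-103 (-0.41) and miR-106a (-0.70) below it. With quantile normalization 2 of the 9 miRNAs lay below 0, against 4 with the deposited values. From the correlations between human and porcine probes, and from an earlier study, the paper reasons that heterologous probes may be an alternative in closely related species. It adds that the many miRNAs which seem specific to the pig speak against them.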

The calculated local as well as general coefficients pointed to high linearity between both approaches (Table 1).

**Table 1:** Correlation analysis of microarray results.

	heterologous hybridizations vs. homologous hybridizations							
	global	duodenum	jejunum proximal	jejunum distal	ileum	**colon asc**.	**colon trans**.	common reference
**Pearson r**	0.7468	0.7235	0.9001	0.8731	0.8925	0.9332	0.8664	0.8155
	
**P value (two-tailed)**	< 0.0001	0.0052	< 0.0001	< 0.0001	< 0.0001	< 0.0001	0.0001	0.0007

**R^2^**	0.5577	0.5234	0.8102	0.7624	0.7965	0.8708	0.7506	0.6650

Correlation coefficients were calculated between heterologous hybridizations (human miRNA probes vs. porcine samples) and homologous hybridizations (porcine miRNA probes vs. porcine samples).

**Figure 4:**
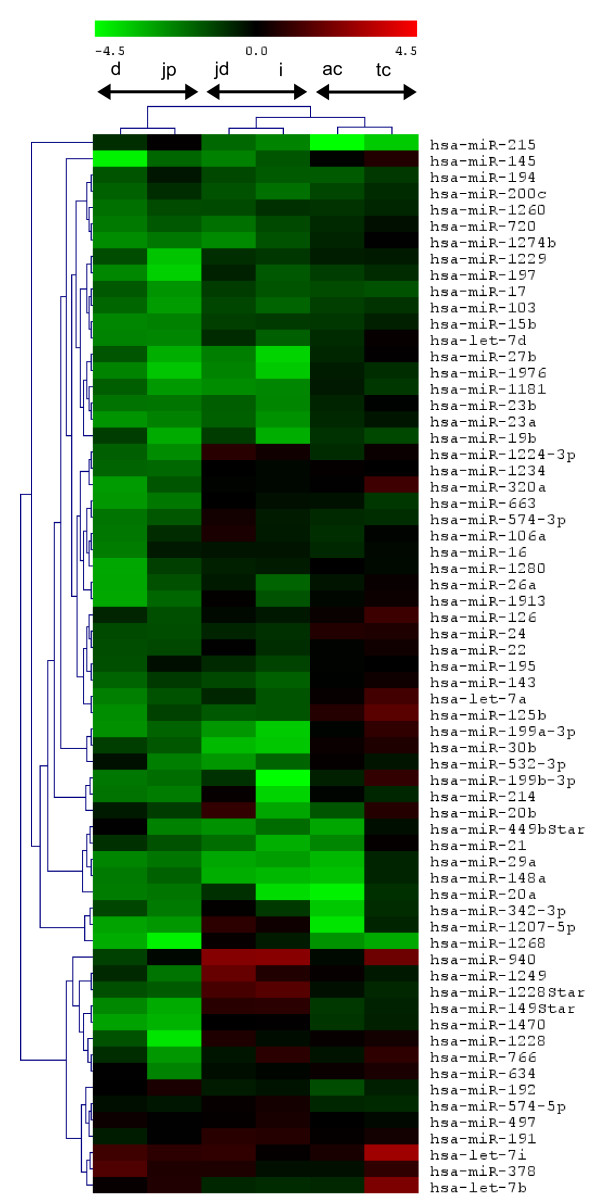
**Hierarchical clustering of the heterologous approach**. Heatmap of expression data is shown after hybridizing porcine samples versus human probes and hierarchical clustering of both samples and genes. Abbreviations: d, duodenum; pj, proximal jejunum; dj, distal jejunum; i, ileum; ac, ascending colon; tc, transverse colon.

### Identified porcine miRNAs are chromosomally duplicated and partly clustered

After comparative expression analysis among the intestinal loci, we were interested if and how the identified miRNA precursors are organized within the porcine genome.

Therefore, we firstly sorted out only miRDeep predicted novel precursors whose expression was validated by microarray experiments in any of the intestinal parts or which were conserved among animals, respectively. Thereby, we have identified 201 apparently novel porcine miRNAs (Additional file 3). To find out the genomic location and organization of the identified precursors, sequences were blasted against the porcine high throughput genomic sequence (HTGS) database at NCBI http://www.ncbi.nlm.nih.gov/genome/seq/BlastGen/BlastGen.cgi?taxid=9823. As shown in Figure 2B, the chromosomal location of 86% of the identified miRNAs was determined. Most of the precursors were located on the chromosomes 3 followed by chromosome 1 (9 and 8%) and only 1% was organized in the chromosome 18 and 11, respectively. The chromosomal location of 14% of the precursors was not determined. Detailed information on genomic organization of the identified miRNAs is given in the Additional file 3. In addition to the identified genomic duplications and clustering of miRNAs, we were able to predict alternative precursors for the same mature miRNA (Table 2). Interestingly, miR-194 and miR-215 were both duplicated and located on chromosomes X and 10 and clustered within a 353 bp chromosomal region. 

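In the Sscrofa11.1 annotation the gene of miR-215 lies on chromosome 10 from 9704606 to 9704701 and one gene of miR-194 from 9704910 to 9704987, 208 bases further on, both within IARS2. A second gene of miR-194 lies on chromosome 2 from 7285466 to 7285541, with the gene of miR-192, which shares much of its sequence with miR-215, 125 bases away (7285667 to 7285746). Genes were placed here by name, and no sequence was aligned.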

Alignment of duplicated chromosomal regions revealed 100% identity of the nucleotide sequence (data not shown). The secondary structure analysis of this chromosomal site including both precursors revealed another hairpin structure, which was not covered by miRDeep and possessed the conserved seed of miR-488 (data not shown). The precursor of miR-421, for example, was located on chromosome X and was clustered with the known miRNA ssc-miR-374a within a distance of 107 bp, while no obvious hairpin was detected in between (Table 2). As shown in Table 2, joining hairpin forming precursors were predicted for several miRNAs. For example, two alternative hairpin forming precursors were predicted for the miRNA with internal IDs MDM238 and MDM392 (an ortholog of mmu-miR-2145). Both possessed low mfe (-34.8 and -28.8 kcal/mol) and were located within a fragment of 101 bp on chromosome 2 and may represent two alternative dicer substrates (Table 2 and Figure 1B and 1C).

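MDM238 and MDM392 have the same predicted mature sequence, AUCAGGGUCGGGCCUGG. The MDM238 probe gave 8.27 in the distal jejunum, 7.97 in the transverse colon and 6.91 in the proximal jejunum, and the MDM392 probe 7.94, 6.37 and 5.35. Probes for the 2 star strands were lower than 7 apart from that of MDM238 in the proximal jejunum (7.18). Over the 7 samples the MDM238 probe lay 0.947 above the MDM392 probe in the mean, and by up to 1.595. The SD of this difference over the samples was 0.505. Other pairs of identical sequence that were not above 7 in all samples also differed, MDM109 and MDM62 by -2.171 in the mean, so the gap does not exceed what identical probes can show. Probes of one sequence cannot separate the products of the 2 predicted precursors.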

**Table 2:** Porcine miRNAs with hairpin forming precursors and genomic locations.

conserved miRBase 14.0	internal ID	mature sequence	precursor sequence	mfe (kcal/mol)	gen. location	subject ID	start	end
*Genomic duplications*								
ssc-miR-194	MDM9	UGUAACAGCGACUCCAUGUGGAC	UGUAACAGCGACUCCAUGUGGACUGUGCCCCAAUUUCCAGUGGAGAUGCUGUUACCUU	-37.4	X	emb|FP565626.1|	43462	43519
					10	emb|CU466937.2|	6280	6223

ssc-miR-365-1	MDM48	UAAUGCCCCUAAAAAUCCUUAU	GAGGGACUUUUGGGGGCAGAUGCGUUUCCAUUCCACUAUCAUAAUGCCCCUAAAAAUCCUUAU	-33.8	3	emb|CU896561.2|	167752	167814
ssc-miR-365-2	MDM45	UAAUGCCCCUAAAAAUCCUUAU	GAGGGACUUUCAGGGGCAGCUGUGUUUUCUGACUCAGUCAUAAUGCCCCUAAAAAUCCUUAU	-35	12	emb|FP016089.2|	194688	194749

	MDM123	AAACGAUGAUGGAAGGUGCUGAGGA	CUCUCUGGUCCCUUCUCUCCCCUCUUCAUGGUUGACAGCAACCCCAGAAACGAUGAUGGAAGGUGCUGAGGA	-35.4	2	emb|CU896534.2|	31001	30933
	MDM266	AAACGAUGAUGGAAGGUGCUGAGGA	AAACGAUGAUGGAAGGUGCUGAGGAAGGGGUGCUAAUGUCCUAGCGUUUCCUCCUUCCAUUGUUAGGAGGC	-32.7	ND	ND	ND	ND

	MDM208	UCUGGCUGUGGUGUAGGCCGU	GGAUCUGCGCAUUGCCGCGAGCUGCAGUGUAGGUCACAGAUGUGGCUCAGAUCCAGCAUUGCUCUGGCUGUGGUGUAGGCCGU	-40.3	16	emb|CU571054.2|	59166	59247
	MDM116	UCUGGCUGUGGUGUAGGCCGUC	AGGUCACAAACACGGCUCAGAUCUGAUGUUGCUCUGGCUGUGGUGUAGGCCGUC	-41	13	emb|CU582976.2|	156369	156318

mmu-miR-1896	MDM214	AUGGGUGAGGAGUGUUGUGUAUAUA	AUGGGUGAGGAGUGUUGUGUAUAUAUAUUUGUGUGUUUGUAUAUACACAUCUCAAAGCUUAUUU	-27.2	6	emb|FP236156.2|	77046	76983

					16	emb|FP085480.3|	108843	108906

hsa-miR-1977	MDM262	GACUUGGAAUUAGUAGGGUGCUUA	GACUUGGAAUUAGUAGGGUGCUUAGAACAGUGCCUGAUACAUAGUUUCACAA	-26.2	4	emb|FP236645.1|	179755	179704
					14	emb|CT737346.2|	42310	42361

	MDM284	GCCGCGGCGUCCGGGCUG	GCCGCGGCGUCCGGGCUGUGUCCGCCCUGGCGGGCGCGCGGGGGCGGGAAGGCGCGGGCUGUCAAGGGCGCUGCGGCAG	-61	X	emb|CU466457.2|	83369	83334
					13	emb|CU582896.2|	20953	20988

*Genomic clusterings*								
ssc-miR-215	MDM1	UGACCUAUGAAUUGACAGACA	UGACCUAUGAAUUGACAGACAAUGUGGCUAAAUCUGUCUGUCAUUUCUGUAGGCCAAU	-29.8	X & 10	emb|FP565626.1|	43758	43815
ssc-miR-194	MDM9	UGUAACAGCGACUCCAUGUGGAC	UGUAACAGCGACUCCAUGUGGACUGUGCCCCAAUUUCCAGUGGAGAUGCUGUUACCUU	-37.4	X & 10	emb|FP565626.1|	43462	43519

ssc-miR-421	MDM86	AUCAACAGACAUUAAUUGGGCGC	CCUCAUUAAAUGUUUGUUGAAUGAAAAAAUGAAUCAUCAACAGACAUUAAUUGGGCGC	-35.8				
ssc-miR-374a	MDM23	UUAUAAUACAACCUGAUAAGUG	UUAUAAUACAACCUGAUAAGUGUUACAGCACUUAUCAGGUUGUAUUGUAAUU	-41.2				

bta-miR-2316	MDM279	CGGCCGGAGCCUGGACUGCUGC	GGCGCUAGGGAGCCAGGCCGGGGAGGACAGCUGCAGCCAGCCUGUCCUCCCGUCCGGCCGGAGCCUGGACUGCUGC	-63.5	15	emb|CU914511.2|	63040	62965
	MDM371	CGCGGGUGGGAAUGGGAAGG	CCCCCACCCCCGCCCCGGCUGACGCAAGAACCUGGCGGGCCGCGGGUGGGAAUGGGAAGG	-49.5	15	emb|CU914511.2|	63388	63431

*Alternatively predicted precursors*								
	MDM62	UGUGUCUGUGGCCUAGGCUGGCAG	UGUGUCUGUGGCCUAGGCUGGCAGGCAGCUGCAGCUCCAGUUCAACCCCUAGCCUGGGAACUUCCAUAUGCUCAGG	-36.4	9	emb|CU915614.1|	87273	87348
	MDM109	UGUGUCUGUGGCCUAGGCUGGCAG	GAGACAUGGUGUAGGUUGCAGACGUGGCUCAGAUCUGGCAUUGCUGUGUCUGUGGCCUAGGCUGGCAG	-46.9	9	emb|CU915614.1|	87229	87296

	MDM128	GCCGGAGCUGGAGGUGGG	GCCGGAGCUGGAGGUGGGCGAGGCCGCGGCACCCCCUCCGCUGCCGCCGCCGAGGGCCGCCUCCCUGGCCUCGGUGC	-52.7	17	emb|FP325255.2|	141939	141863
	MDM129	GCCGGAGCUGGAGGUGGG	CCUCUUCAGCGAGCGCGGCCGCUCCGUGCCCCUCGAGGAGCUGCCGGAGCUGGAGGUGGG	-50.4	17	emb|FP325255.2|	141981	141922

	MDM196	AGAGGUUCGGCUGUGCGGGCA	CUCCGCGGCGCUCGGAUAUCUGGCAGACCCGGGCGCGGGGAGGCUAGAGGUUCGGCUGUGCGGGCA	-50.6	3	emb|FP475960.2|	151377	151312
	MDM382	AGAGGUUCGGCUGUGCGGGCA	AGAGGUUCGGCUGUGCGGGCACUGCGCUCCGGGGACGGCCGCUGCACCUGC	-29.2	3	emb|FP475960.2|	151332	151282

mmu-miR-2145	MDM238	AUCAGGGUCGGGCCUGG	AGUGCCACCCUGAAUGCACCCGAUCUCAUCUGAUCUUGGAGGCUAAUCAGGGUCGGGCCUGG	-34.8	2	emb|CU929491.4|	132342	132283
mmu-miR-2145	MDM392	AUCAGGGUCGGGCCUGG	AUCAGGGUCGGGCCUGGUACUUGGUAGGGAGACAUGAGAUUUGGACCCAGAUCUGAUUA	-28.8	2	emb|CU929491.4|	132299	132241

The chromosomal organization of selected miRNAs that were identified by miRDeep either showing valid expression in microarray experiments or being conserved was determined by blasting against the porcine HTGS database at NCBI. Identified genomic duplications, clustering and alternatively predicted precursors are shown. Abbreviation: ND, not determined

## Discussion

Pigs represent an important model for biomedical research to study human disease, development or nutrition. As introduced, the porcine gastrointestinal model provides several benefits over other animal models such as rodents. Like humans, pigs are omnivorous implying very similar principles of the physiology of digestion and associated metabolic processes [12,22]. In mammals, the principal internal interaction between host and microorganisms or other antigens takes place in the intestinal tract. Because of the morphological as well as physiological similarities particularly the piglet intestinal model is suitable to study gastrointestinal disease both in adults and infants [13,14,23]. It is known that cellular differentiation is governed by miRNAs, for example it was recently shown that miR-145 directs the intestinal development in *Danio rerio *[24]. Moreover, Monzo and colleagues found a correlation between the miRNA expression profiles in human embryonic colonic mucosa and colorectal carcinoma. They found that the miR-17-92 cluster regulates cell proliferation pointing to the important role both in embryonic intestinal development and aberration of this epithelium [25].

In our study a model of weanling piglets at the age of 31 days has been used. As we have discussed in an earlier study, there are two waves of antigen exposure in a newborn mammalian organism: directly after birth and at weaning. The second is rated as an important period in the intestinal development that is characterized by massive exposure to food and microbial antigens followed by architectural reorganization of the small intestine [26]. It was reviewed that beneath the changes along the horizontal intestinal axis pronounced changes occur in the vertical axis (from crypts to villi) during intestinal development. This represents a gradient replacement of the cells of an immature phenotype with other cells that differ e.g. in transport functions. These changes are related to the rate of cellular turnover because there is a slow cell replacement at birth while an increase takes place at weaning together with a decrease of enterocyte lifespan [11]. Since miRNAs are key regulators of cellular proliferation and differentiation, we hypothesize that the weaning phase is accompanied by massive regulation of specific miRNAs governing the reorganization of the intestinal cellular response. Moreover, the randomization of our approach by using RNA pools of four piglets minimizes the bias in the miRNAome by possible biological variation.

In an earlier study, we have identified several porcine miRNAs applying a novel cloning strategy based on synthesis of concatamers [17] followed by expression profiling using a miRNA specific quantitative PCR approach [27]. Here a more straight forward approach was chosen based on new technologies to generate comprehensive data in a less time consuming manner. The validation of sequence data by means of customized microarray expression profiling allowed us not only to verify the generated porcine data, but also to include known human miRNA sequences. Since miRNA sequence data are not available in depth for all mammals, heterologous hybridization approaches may be the only alternative to perform expression studies in less common species. Supporting results from an earlier study [28] and the remarkable correlations between the heterologous (human probes versus porcine samples) and the homologous approach presented here, show that in phylogenetically close species the heterologous approach may be considered as a suitable alternative. However, the high number of novel and potentially porcine specific miRNAs discovered in this study argues against a heterologous approach.

We have identified several genomic clusters one of those including the porcine miRNAs miR-194 and miR-215. Braun and colleagues [29] have reported that these miRNAs also belong to a human cluster, which is induced by the tumor suppressor p53. It was shown that miR-192, miR-194 and miR-215 are highly expressed in normal colon tissue while their expression is dramatically decreased in colon cancer. They conclude that these miRNAs seem to suppress cancerogenesis through p21 accumulation and cell cycle arrest. In another recent study, Hino et al. [30] published that human miR-194 expression is induced by the transcription factor HNF-1α promoting intestinal epithelial differentiation. They identified two genomic clusters in the human genome either encoding miR-194-1 and miR-215 on chromosome 1 or encoding miR-194-2 and miR-192 on chromosome 11 [30]. In contrast to human, both porcine clusters are 100% identical encoding only miR-194 and miR-215. 

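On the miRDeep array miR-194 fell along the intestine from 13.10 in the duodenum and 12.75 in the proximal jejunum to 9.56 in the distal jejunum, 9.79 in the ileum, 6.67 in the ascending colon and 7.07 in the transverse colon. miR-215 followed the same order of regions, with 13.60, 12.48, 9.70, 10.02, 7.12 and 7.91. In the common reference the 2 probes gave 10.80 and 11.32.

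**Figure D2:**
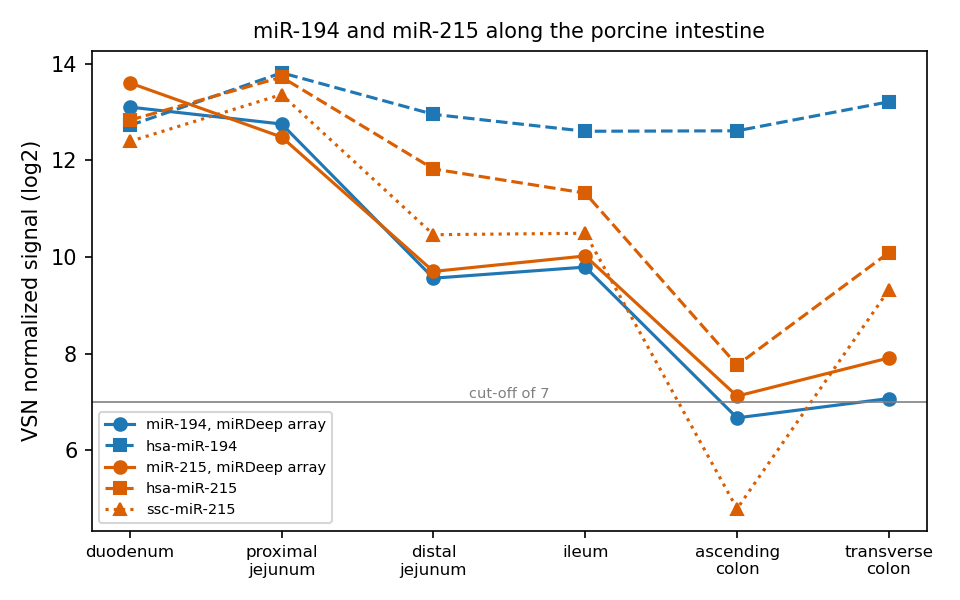
Signal of the miR-194 and miR-215 probes (VSN values, log2) in the 6 loci on the miRDeep array and on the conserved and human array, 1 pool per locus.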

In our microarray experiments, miR-194 and miR-215 showed the same expression pattern along the entire intestine, underlining the fact that both may derive from one transcript. However, the expression was highest in duodenum and proximal jejunum compared with other loci. These results are in good concordance with the data derived from human studies. 

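On the conserved and human array the porcine probe for miR-215 gave 12.39 in the duodenum, 13.36 in the proximal jejunum, 10.46 in the distal jejunum, 10.49 in the ileum, 4.79 in the ascending colon and 9.32 in the transverse colon, and the human probe 12.83, 13.72, 11.82, 11.32, 7.76 and 10.09. Their proximal difference was 4.11 (SE 1.27) and 3.03 (SE 0.83), with a limma adjusted p = 0.291 for each. The human probe for miR-194 was level along the intestine, from 12.60 in the ileum to 13.81 in the proximal jejunum (proximal difference 0.42, SE 0.63, adjusted p = 0.762). For miR-192, an epithelial relative of miR-215, the human probe ranged from 13.44 in the proximal jejunum to 11.61 in the ascending colon, a smaller span than that of miR-215.

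The proximal contrast had 0 calls in limma on this array, with 41 probes at an unadjusted p below 0.05 (17 above, 24 below) and a lowest adjusted p = 0.291. After scaling to the detected probes 38 were called higher and 0 lower, and with a filter in all 6 loci 1 higher and 15 lower, so the direction of the contrast as a whole depends on these choices. Beside miR-215, probes with large differences were the human ones for miR-608 (4.12, SE 0.90, at least 1.44) and miR-31 (2.62) and the conserved one for miR-423-5p (2.74, at least 1.19) on the one side, and the conserved probe for miR-145 (-3.59, SE 1.18) and the human ones for miR-1228 (-2.97), miR-149* (-2.70) and miR-320a (-2.35) on the other. The epithelial list, with 9 of 11 miRNAs tested, had a median of 1.04, with 9 of 9 above 0 (camera adjusted p = 0.127, and adjusted p = 0.817 with an estimated correlation). With quantile normalization the adjusted p = 0.00122 holds for the preset correlation only, and no estimated correlation was used there.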

On the one hand, reorganization of the intestine at weaning is associated with high proliferative activity contributing to an increase in crypt depth and villus height [11]. Consistently, in distal parts of the intestine we determined diminished expression of miR-194 and miR-215, respectively pointing to a higher proliferative activity in the distal parts. On the other hand, in the proximal parts of the small intestine particularly a high level of differentiation rather than proliferation takes place at weaning in order to adapt to the new nutritional conditions by acquiring new transport functions. 

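miR-194 was lower in colon than in the small intestine, with a difference of -4.43 log2 units (SE 0.27, limma adjusted p = 1.42e-06) on the miRDeep array, and miR-215 was lower with -3.94 (adjusted p = 4.43e-05). These were the largest differences between colon and small intestine. In distal jejunum and ileum, set against all other loci, neither was called with the deposited values (miR-194 -0.23, adjusted p = 0.567, and miR-215 -0.42, adjusted p = 0.425), and both were lower with quantile normalization (-0.95, adjusted p = 0.00545, and -0.97, adjusted p = 0.0266). This contrast averages the proximal loci, where both were highest, with colon, where both were lowest. A fall along the intestine therefore largely cancels in it. miR-215 had 9.70 in the distal jejunum and 10.02 in the ileum on the miRDeep array. Its signal was 13.60 and 12.48 in the proximal loci and 7.12 and 7.91 in colon. For miR-215 the second array gave a colonic difference of -4.63 with the porcine probe (SE 1.27, adjusted p = 0.123) and -3.50 with the human probe (SE 0.83, adjusted p = 0.102), both of which passed with quantile normalization (adjusted p = 0.00719). For miR-194 the human probe gave -0.11 (SE 0.63, adjusted p = 0.927), and for miR-192 the 3 probes gave -0.86 (SE 0.59), -0.47 (SE 0.77) and -0.03 (SE 0.67). miR-194 and miR-215 were the only tested members on the miRDeep array of a list of miRNAs tied to cell division (p53 targets and miR-34), since miR-34a was below 7.

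The epithelial list was lower in colon on the miRDeep array (median -3.94, 2 called, camera adjusted p = 0.000251, adjusted p = 0.306 with an estimated correlation) and differed by -0.45 on the conserved and human array (adjusted p = 0.0976). On the miRDeep array its 2 called members were miR-194 and miR-215, the paper's cluster I, so the list adds no independent evidence there. From the lower level of miR-194 and miR-215 in distal parts, set beside the high proliferation of the gut at weaning, the paper proposes a higher proliferative activity in those parts. Cell division was not measured on these arrays.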

The pathway analysis revealed mainly cell signaling networks to be affected that control differentiation e.g. the mTOR pathway. In addition to regulating cell growth and proliferation, this pathway was reported to promote epithelial morphogenesis and differentiation in vertebrates [31]. Consequently, increased expression of miR-194 and miR-215 in duodenum and proximal jejunum are probably involved in promoting epithelial differentiation in order to replace cells that differ e.g. in transport functions.

Our microarray experiments moreover revealed miRNA clusters expressed ubiquitously in all intestinal loci and others, which are locus specific. 

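The porcine probe for miR-214 on the conserved and human array lay 1.58 log2 units higher in colon than in the small intestine (SE 0.63, limma adjusted p = 0.188) and the human probe 1.57 (SE 1.12). Other miRNAs of fibroblasts and stroma had larger differences: miR-100 4.28 (SE 0.83, adjusted p = 0.102), miR-199a-3p 4.23 (SE 1.26, adjusted p = 0.133), miR-199b-3p 3.82 (SE 0.90, adjusted p = 0.102), miR-99a 2.96 and miR-125b 2.82. Of a list of 9 such miRNAs 8 were tested and all 8 lay above 0 (median 2.96), 6 of them passing when adjusted over the list alone. The list passed in camera (adjusted p = 0.00411), and not with the correlation estimated (adjusted p = 0.541 with an estimated correlation). In distal jejunum and ileum the same list was lower (median -2.49, 4 passing when adjusted over the list alone, camera adjusted p = 0.0251, adjusted p = 0.713 with an estimated correlation). In the Sscrofa11.1 annotation the genes of miR-214 (chromosome 9, 114527992 to 114528101) and of a copy of miR-199a (114533783 to 114533858) lie 5681 bases apart within DNM3.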

The gene cluster composed of MDM288 and miR-214 belongs to the latter and was identified to be upregulated in both colonic loci. The pathway analysis of this particular cluster indicated an impact of these two miRNAs on cell cycle regulation. Accordingly, miR-214 expression was recently shown to be directly linked to cell cycle rate. Decembrini and colleagues showed that miR-214 is one of four miRNAs that are highly expressed in fast cycling retinal progenitors in *Xenopus *governing cell fate decision and developmental timing [32]. In addition to miR-214 and MDM288, miR-19b, miR-23a, miR-24, miR-30b possessed increased expression in colon compared with other parts of the porcine intestine. 

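miR-23a, miR-24 and miR-27a, a group of miRNAs encoded side by side on chromosome 2 (65308117 to 65308524) and active in muscle and endothelium, lay above the small intestine in colon on the conserved and human array: miR-27a by 3.22 with the porcine probe (SE 0.61, adjusted p = 0.102), miR-23a by 2.27 (SE 0.66, adjusted p = 0.133) and miR-24 by 1.54 (SE 0.57, adjusted p = 0.163). miR-30b lay above by 2.75 with the human probe (SE 0.56, adjusted p = 0.102), 1.92 with the conserved probe (SE 0.68, adjusted p = 0.149) and 1.00 with the porcine probe (SE 0.88, adjusted p = 0.514), and miR-19b, of the growth-promoting miR-17-92 cluster, by 2.11 with the conserved probe (SE 0.68, adjusted p = 0.139) and 0.99 with the human probe (SE 0.89, adjusted p = 0.518). miR-145 of smooth muscle had the largest difference above 0, 4.45 with the porcine probe (SE 0.76, adjusted p = 0.102). No single probe passed limma with the filter in at least 2 of 6 loci. With a filter in all 6 loci, 17 of 84 probes of this array were called higher in colon and 1 lower. These 84 probes had a median difference of 1.01, so the calls stand against a shift of the whole set. The human probe for miR-19b differed by -0.08 with quantile normalization, and the porcine probe for miR-30b by -0.11 after scaling to the detected probes.

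As lists, the miR-23, miR-27 and miR-24 families (6 of 6 tested, median 2.35, 5 passing when adjusted over the list alone) passed in camera with adjusted p = 0.00411, the 6 tested miRNAs of the paper's colonic list (median 1.73, 4 passing when adjusted over the list alone) with adjusted p = 0.0153, the 5 of cluster IV (median 2.78, 4 when adjusted over the list alone) with adjusted p = 0.0104 and 3 smooth muscle miRNAs (median 2.69, 3 when adjusted over the list alone) with adjusted p = 0.0273. None did with the correlation estimated (adjusted p = 0.541 with an estimated correlation for each). On the miRDeep array the smooth muscle list (median 0.52, adjusted p = 0.0219) and cluster IV (median 0.52, adjusted p = 0.00195) were also higher in colon and cluster V lower (median -0.83, 1 called and 5 when adjusted over the list alone, adjusted p = 0.00195), each with adjusted p = 0.306 with an estimated correlation. The colonic list and the clusters were picked by the paper from these arrays and are not independent evidence.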

Interestingly, in another epithelial cell model it was shown that miR-19, miR-23 and miR-24 contribute to lower cell growth when inhibited [33]. These miRNAs seem to be part of a colonic cellular network promoting physiological cell turnover in colon during weaning as discussed above. The porcine intestinal lymphoid tissue comprises two types of Peyer's patches: multiple discrete patches in the jejunum and a long and continuous patch in the ileum [22]. 

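In distal jejunum and ileum, leukocyte miRNAs on the conserved and human array were near the level of the other loci: 7 of a list of 13 were tested, with a median of -0.41 and 3 of 7 above 0 (camera adjusted p = 0.992). The probe with the clearest difference there was the human one for miR-30d, which was lower (log2 difference -5.08, SE 0.60, limma adjusted p = 0.0361). It was below 7 in both loci (4.48 and 3.54), so the difference is at least 2.09. miR-30d and miR-30b are encoded on chromosome 4 (from 6948669 to 6952869) and act in differentiation of epithelial and lymphoid cells. miR-30b differed by -2.94 (SE 0.56, adjusted p = 0.0801, at least 2.31) and miR-30c by -3.00 (SE 0.73, adjusted p = 0.104, at least 1.81), and the miR-30 family, with 5 of 6 miRNAs tested, had a median of -1.88 (1 called, 4 when adjusted over the list alone, camera adjusted p = 0.0128, adjusted p = 0.713 with an estimated correlation). Other low probes were those for miR-199b-3p (-4.97, SE 0.90, adjusted p = 0.0801, at least 2.17) and miR-28-5p (-4.26, SE 0.70, adjusted p = 0.0801, at least 1.25), and the highest was miR-1207-5p (3.12, SE 1.01, adjusted p = 0.165).

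limma called 0 probes higher and 1 lower on this array, with 56 at an unadjusted p below 0.05 (11 above, 45 below) and a median difference of -0.51 over all tested probes, -0.09 with quantile normalization and -0.83 after scaling. miR-30d differed by -2.24 and -3.60 under these scalings, and was called in 2 of 6 fits that left out 1 locus each (highest adjusted p = 0.32). Both distal loci lay above all others for 16 probes and below for 46.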

Interestingly, porcine miRNAs highly expressed in these loci (cluster V) may target immune cell differentiation shown by pathway analysis, e.g via targeting the Notch and Wnt signaling. It was recently shown that activation of Notch signaling promotes differentiation of conventional dendritic cells from hematopoietic progenitor cells via activation of the Wnt pathway [34]. The mentioned miRNAs seem also to influence mucosal innate immunity by affecting the anti-proliferative functions of PE-1/METS in macrophage differentiation. The concerted action of emphasized miRNAs and other identified local clusters described here represents the first milestone to understand the complex gene regulation in the developing intestine of a mammal with a close phylogenetical relation to humans.

## Conclusions

Here, we report the first comprehensive miRNA expression analysis along the entire intestine of a mammal. A considerable number of the reported miRNAs expressed in the porcine intestine show low conservation among mammals. These miRNAs may be regarded as porcine specific. On the other hand, the reported miRNAs may share orthologs in other mammals such as human still to be discovered. Our microarray experiments along the entire intestine revealed different clusters of miRNAs, which are expressed in a locus specific manner. This underlines their specific regulative impact on locus specific cellular processes. Future research will highlight distinct functions of the identified miRNAs in biomedical research deciphering cellular reorganization during juvenile intestinal development.

## Methods

### RNA isolation from porcine intestinal tissue

Intestinal samples (~ 2 cm circle segments) were taken from duodenum, proximal and distal jejunum, ileum, ascending and transverse colon of four 31 days old healthy piglets (EUROC × Pietrain) as described earlier [26]. The study was performed following internationally recognized guidelines and was approved by the local animal welfare committee of the Federal Ministry of Consumer Protection, Food and Agriculture (No. G0037/02). The piglets were weaned at the age of 28 days. Samples were quick-frozen in liquid nitrogen and stored at -80°C. In order to obtain representative measurements in each intestinal locus, three cross sections of approximately 2 mm out of the 2 cm segment of frozen intestine were examined. These 3 sections were pooled and total RNA was isolated from samples using an automated homogenizer (FastPrep Instrument, MP Biomedicals, Heidelberg, Germany) and the mirVana miRNA Isolation Kit (Applied Biosystems, Darmstadt, Germany), according to the manufacturer's protocol. The RNA quality and quantity of all samples were proven using the Agilent 2100 Bioanalyzer and the RNA 6000 Nano Kits (Agilent, Waldbronn, Germany) and the Nanodrop 1000 Spectrophotometer (Thermo Scientific, MA, USA).

### Solexa sequencing of pig intestinal small RNAs

Small RNAs from the pig total RNA samples were prepared for Solexa sequencing as follows: ~10 μg total RNA were size-fractionated by Novex 15% TBE-Urea gel (Invitrogen GmbH, Karlsruhe, Germany) and RNA fragments of length between 20 and 30 bases were isolated. The purified small RNAs were then ligated with 5' adapter (Illumina, CA, USA). To remove unligated adapters, the ligation products (40-60 bases in length) were gel purified on Novex 15% TBE-Urea gel. Subsequently, the RNA fragments with the adapter at the 5' end were ligated with 3' adapters (Illumina). After gel purification on Novex 10% TBE-Urea gel (Invitrogen), RNA fragments with the adapters at both ends (70-90 bases in length) were reverse transcribed and the resulting cDNA was subjected to 15 PCR cycles. The amplification products were loaded on Novex 6% TBE gel (Invitrogen) and the gel band containing 90- to 100-bp fragments was excised. The purified DNA fragments were used directly for cluster generation and 36 cycles of sequencing analysis using the Illumina Cluster Station and 1G Genome Analyzer following manufacturer's protocols. Sequencing reads were extracted from the image files generated by Illumina 1G Genome Analyzer using the open source Firecrest and Bustard applications (Illumina).

### Computational analysis of deep sequenced small RNAs

The deep sequencing reads were clipped of 3' adapters and mapped to the pig genome as previously described [35], except that no edits were allowed in the mapping. In total, 1,422,397 reads mapped perfectly to the genome. The Sino-Danish pig genome assembly was used for the analysis [36]. Only genome traces that were minimum 200 nucleotides long and with less than 20% uncalled nucleotides were considered. Because it is known that miRNA mature and star sequences do not occur often in metazoan genomes, deep sequencing reads that mapped perfectly to the genome five times or more were disregarded for purposes of miRNA prediction. The remaining reads were used as guidelines for excising potential precursor sequences from the genome, and these were filtered and scored by the miRDeep core algorithm as previously described [18], except that only mammalian mature miRNAs from miRBase version 13 were used for purposes of seed conservation. miRDeep miRNA candidates that had a score of -3.5 and higher were used in the downstream analysis. Further, since the current pig genome assembly has imperfect coverage, we employed a conservation-based approach to produce a set of low-confidence novel pig miRNAs. First, we identified all sequences that were perfectly represented by ten or more reads in the data. Then we identified mature miRNAs from miRBase Release 14 that matched one or more of these sequences, allowing for up to two edits. These miRBase miRNAs were flagged as possible orthologs and each was assigned a pig miRNA sequence identical to the most abundant matching read sequence. No primate specific miRNA orthologs were flagged, suggesting the absence of contaminations.

### Microfluidic miRNA microarrays

Microfluidic microarray experiments were performed using customized Geniom biochips (febit). Customized microarrays were synthesized with the Geniom One device (febit) applying febit's standard shortmer kit for oligonucleotide synthesis.

The light-activated in situ oligonucleotide synthesis using a digital micromirror device was performed within the Geniom One instrument on an activated three-dimensional reaction carrier consisting of a glass-silicon-glass sandwich (biochip). Using standard DNA synthesis reagents and 3'-phosphoramidites carrying 5'-photolabile protective group, oligonucleotides were synthesized in parallel in eight individually accessible microchannels (referred to as microarrays) of one biochip. Prior to synthesis, the glass surface was activated by coating with spacer to facilitate probe-target interaction and to avoid probe-probe interface [37]. Two different microarray designs were used. The first one included only the 399 miRDeep predicted mature miRNAs and their star sequences in seven replicates allowing highly accurate validation of the miRDeep prediction plus 16 spike-in controls. The second design consisted of 1117 features in triplicate, including the identified conserved porcine mature miRNA sequences (18 mapping to the porcine genome and another 124, which did not map), 74 known porcine and 885 human miRNAs from miRBase (13.0) and 16 spike-in controls.

For microarray experiments, intestinal total RNA samples from different loci of four subjects were isolated independently and respective pools of total RNA samples were prepared. All pools underwent a second quality control to determine the quality and quantity using the Agilent 2100 Bioanalyzer and the RNA 6000 Nano Kit according to the manufacturer's instructions. For each microarray 250 ng of total RNA were suspended in 25 μl of febit's proprietary miRNA hybridization buffer. The hybridization was performed automatically for 16 h at 42°C using the Geniom RT-Analyzer (febit). After stringent washing a microfluidic-based extension assay was performed to label the miRNAs using biotinylated nucleotides [38]. After washing, biotinylated nucleotides were detected by streptavidin-phycoerythrin and signal recognition and calculation were done automatically within milliseconds. The background of the chips was effectively corrected by global background subtraction and inter-array effects were corrected by variance stabilizing normalization [39].

Clustering and heatmap analysis of normalized data was performed using the TM4 software [40] and Venn diagrams were created applying the program VennMaster (Version 0.37.3) available at http://www.informatik.uni-ulm.de/ni/staff/HKestler/vennm/doc.html. Visualization of the RNA secondary structure was performed using the RNAfold web server [41]. Pathway analysis of identified miRNAs was performed by firstly predicting potential targets using Targetscan Release 5.1 [20]. For target analysis of non conserved porcine miRNAs the tool Targetscan Custom was applied using the seed sequence of the identified miRNA. Predicted targets were used for pathway analysis by means of the web based tool DAVID [21] and considering affected BioCarta and KEGG pathways.

## Authors' contributions

SS conceived of the study, performed experiments and analyses, wrote and edited the manuscript. MF accomplished the miRDeep analysis. JS and LH collected the porcine intestinal samples, carried out experiments and contributed to data analysis. WC performed the deep sequencing. AK and PFS designed and performed the microfluidic microarray experiments. NR and RE contributed to the writing of the manuscript and experimental design. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Identified porcine miRNAs by miRDeep**. Hairpin forming precursors and mature porcine miRNAs were identified from deep sequencing data using the miRDeep algorithm. The table consists of 399 miRDeep scored molecules including assigned porcine miRNAs. Click here for file

Additional file 2 **Identified conserved porcine mature miRNAs by homology search**. Mature porcine miRNAs were identified from deep sequencing data by performing a search for conserved miRNAs among the sequencing reads. Click here for file

Additional file 3 **List of validated novel porcine miRNAs by means of customized microarrays or homology search**. 201 apparently novel porcine miRNAs out of 399 miRDeep predicted sequences were identified either by means of microarray or by homology search. Click here for file

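All 332 entries of Additional file 4 were used. They give a value for 195 miRNAs in the duodenum, 204 in the proximal jejunum, 184 in the distal jejunum, 187 in the ileum, 183 in the ascending colon, 189 in the transverse colon and 192 in the common reference, and for 95 miRNAs, such as miR-143 and miR-215, in all 7.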

Additional file 4 **miRNAome of the entire porcine intestine identified by means of customized Microarrays**. Background subtracted and variance stabilization normalized (VSN) signal intensities of all samples (duodenum, proximal and distal jejunum, ileum, ascending and transverse colon as well as the common reference) is shown as tab delimited text file. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

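The arrays measured miRNAs in RNA pools of 6 loci between duodenum and transverse colon and in a common reference, with 1 pool per locus from the same 4 piglets, on 2 array designs (14 arrays). Every array was assigned to its locus by the accession list in the paper and its title. The tissue label of the ileum on the conserved and human array names the duodenum; its title and source name, which name the ileum, were followed.

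For the deposited scanner intensities the authors hybridized total RNA to febit Geniom biochips. After washing, the bound miRNAs were labelled in an extension step with biotinylated nucleotides, and the fluorescence of each spot was read. These intensities are without background subtraction or normalization. The log2 values deposited by the authors were made from the median of the replicate spots of each probe by background subtraction and variance stabilizing normalization of the 7 arrays of a design. The scale is a generalized logarithm, so values near the background are not plain logarithms of the signal. The authors' detection cut-off of 7 lies 10.4 to 27.0% above the signal at which the linear part of the scale is centered. Each array of the miRDeep design had 5586 spots, of which 35 to 77 were empty, and each array of the conserved and human design had 3303. On the duodenum array of the latter the brightest spot was 26790, and on the other arrays 60558 to 64735.

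All main analyses used the deposited log2 values. A probe counted as detected above 7. Counts of porcine miRNAs joined the predictions (either strand) with the conserved and known porcine probes. Regions were compared in R 4.3.3 with limma 3.58.1, with colon set against the 4 loci of the small intestine, and the proximal and the distal small intestine each against the other 4 loci, each array design on its own. The fit used the probes above 7 in at least 2 of 6 loci, empirical Bayes variances without a trend and Benjamini-Hochberg adjustment. Where all loci on the lower side were at or below 7 and the mean of the higher side was above 7, the difference is also given as at least the distance of that mean from 7. Where both means were below 7 no such limit exists. Named probes are those that the paper names, the members of the lists, and the probes with the largest positive and negative differences of each contrast. The lists were drawn up from general knowledge of cell types and miRNA families (epithelium, smooth muscle, fibroblasts and stroma, endothelium, leukocytes, red blood cells, neurons, pancreas or liver, proliferation-linked, Hox cluster, let-7, miR-15/16, miR-17-92, miR-23/27/24 and miR-30 families) and from the miRNAs the paper groups. Probes of one miRNA name were averaged within a design, and lists with at least 3 tested members were tested with camera at a preset correlation of 0.01, adjusted over the lists of a contrast. On the miRDeep array 242 names entered this test, and the list members were set against the rest.

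Pairing of related loci was tested with an exact permutation test over the 15 ways of pairing 6 loci, using Euclidean distances over probes above 7 in all 7 samples, and trees were drawn with average linkage. Human and porcine probes were compared with Pearson r, Spearman rho and 100000 permutations. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Positions of miRNA genes were taken from the Sscrofa11.1 annotation by gene name.

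The procedure was tested on simulated data with 40 changed probes in each of 5 simulations. A difference of 1 log2 unit was recovered for 29.5 to 32% of the changed probes on the miRDeep array and for none on the conserved and human array, and 4.3 to 10.3% of the calls on the miRDeep array were false. Probes were simulated as independent of each other, without a shift or GC trend shared within an array. These rates therefore need not hold for the real arrays. With a single pool per locus and the same animals in all pools, the arrays give no measure of variation between animals.

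Alternatives were scanner signals with normexp background correction (offset 50) and quantile normalization, scanner signals with a floor of 50 scaled to the probes detected on all arrays, no filter or a filter in all 6 loci, variances with an intensity trend, leaving out each locus in turn, cut-offs of 6 and 8, other distances, probe sets and linkage for the trees, and camera with an estimated correlation. After the values had been seen, a quadratic trend of GC content was also removed from each locus, and 3 more probe sets were tried for the trees. Probe sequences were held for 392 of the 399 predictions and 137 of the 142 conserved miRNAs; human probe sequences were not used here. No overlap or enrichment was tested against the supplementary lists. Some of these were held in part, and the list of 332 entries was held in full. Sequencing, target and pathway predictions were left out, since the arrays do not bear on them.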

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

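The tests on the GC trend over all probes, the GC content of cluster V, leukocyte miRNAs, unnormalized signals and the reference on the miRDeep array were chosen after the result was seen; the other tests below were not.

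The duodenum array of the conserved and human design was dimmer than the other 6. Its median spot signal was 544 (816 to 984 on the others), its brightest spot 26790, and its median deposited value 5.038 (5.541 to 5.813 on the others). These are 3 of 17 measures looked at, and chance flags about 1 in 20 groups. Results that the paper does not discuss were 28 star probes higher in distal jejunum and ileum on the miRDeep array, the largest being the star strand of MDM277 (2.90), and a human miR-30d probe that was lower there (-5.08).

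Among mature probes of known porcine miRNAs alone, the distal difference had no clear relation to GC content (rho 0.183, permutation p = 0.216). Over all tested probes of the miRDeep array, however, higher signals in distal jejunum and ileum went with the GC content of the probe. With the trend removed 13 of the 64 probes called higher were still called, and the median of the 64 went from 1.23 (SD 0.534) to 0.70 (SD 0.571), so that GC content may account for many of the calls, and whether for all cannot be told. The 7 tested members of cluster V lay above the trend of the other probes by 1.494 in the median (0.609 to 2.075, SD of the other probes 0.655), with 3 of them within the middle 90% of the others. The paper chose the cluster from these arrays, so its place above the trend excludes nothing. For the same reason its median of 1.359 with quantile normalization does not exclude the authors' normalization. Of the 64 probes 30 were still called with quantile normalization (median 0.57, SD 0.48) and 13 after scaling (median 0.683, SD 0.621), so this explanation stays open too. The predictions were made from sequencing of distal jejunum and ileum, and whether this choice of probes adds to the pattern was not tested. More lymphoid tissue remains open, since leukocyte miRNAs had a median of -0.4055 on the second array, and the GC relation of that array (rho -0.0348) decides nothing, as only 64 of its tested probes had a sequence and 2 of these a GC content of 70% or more.

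For star signals above mature signals, only 18 of 63 predictions had a gap of at least 1 log2 unit on all 7 arrays. This is below the share set beforehand for signals close to the cut-off as an explanation. The smallest gap does not itself measure nearness to the cut-off, and the others had median gaps from 0.50 (MDM58) to 2.86 (MDM365). Star probes with more GC than their partner tended to give the higher signal (rho 0.2561 over all pairs), between the values set beforehand for and against GC content as the cause. Of the 62 pairs of known sequence 44 had the higher GC in the star strand, and 207 of all pairs of known sequence. Among the 115 undetected pairs 12 had the star strand above on all 7 arrays.

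The common reference lay above the mean of the 6 loci by 1.00 on the conserved and human array (SD 0.555), with 32 of 84 probes above the highest locus and 0 below the lowest. It stayed above by 0.829 without the dim duodenum and by 0.6794 in unnormalized signals, so neither the duodenum nor the normalization alone is a likely source. On the miRDeep array the reference lay at -0.12, which speaks against a property of the pool. Quantile normalization gave 0.0723, but it equalizes the arrays by construction and so decides nothing. A pool of all loci should lie within their range, so differences between samples on the conserved and human array could contain a shift of about this size.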

How the results depend on the processing

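The GC trend tests, and those on trees from human probes, human probes above 6 and the entries of Additional file 4, were chosen after the result was seen. The other choices were set beforehand. Additional file 4, which holds values of these arrays, had however been read when the rule for named probes was written. No paired analysis was possible because each locus was 1 pool and no replicate numbers are shared. The cause of the changes was not tested unless said. Counts are probes higher / lower in limma, in the order colon, proximal, distal.

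On the miRDeep array the deposited values gave 2 / 10, 15 / 49 and 64 / 17. Quantile normalization gave 4 / 7, 22 / 29 and 30 / 20, scaling to detected probes 6 / 3, 37 / 18 and 13 / 28, no filter 1 / 3, 12 / 28 and 37 / 8, a filter in all 6 loci 3 / 9, 18 / 33 and 38 / 13, an intensity trend 5 / 19, 19 / 50 and 70 / 18, and removal of the GC trend 2 / 5, 16 / 27 and 14 / 11. Leaving out 1 locus gave 1 to 2 / 4 to 7, 6 to 15 / 14 to 46 and 18 to 70 / 0 to 17. The scalings differ by construction in where they put the middle of all probes, which moves the balance of higher and lower.

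The deposited values of the conserved and human array gave 0 / 0, 0 / 0 and 0 / 1. Quantile normalization gave 1 / 2, 2 / 0 and 3 / 1, scaling 0 / 0, 38 / 0 and 2 / 14, no filter 0 / 0, 0 / 0 and 0 / 1, a filter in all 6 loci 17 / 1, 1 / 15 and 4 / 0, and an intensity trend 5 / 1, 0 / 2 and 3 / 1. Leaving out 1 locus gave 0 / 0 to 2, 0 to 1 / 0 and 0 to 2 / 0 to 32, with the 32 without the ascending colon.

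Of 101 named results, 88 had the same outcome without a reversal with quantile normalization and 80 with scaling. The same outcome here means called in both settings or called in neither. Sizes were not compared, and a change of sign in an uncalled difference within its SE was not counted as a reversal. With a filter in all 6 loci 34 of 50 named results had the same outcome and 16 gained a call. In colon the human probe for miR-19b was reversed (-0.08 with quantile normalization, -0.06 with scaling), as were the human probe for miR-22 (-0.13 and -0.12) and the porcine probe for miR-30b with scaling (-0.11) and when loci were left out (-0.16 to 2.15). The human probe for miR-16, with no call and a small difference (0.42), also went below 0 (-0.04 and -0.71), and that for miR-21 (0.70) with scaling (-0.39).

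With camera, 4, 3 and 5 lists passed on the miRDeep array and 5, 0 and 2 on the conserved and human array. With an estimated correlation 0 passed in any contrast, 19 of 19 being lost. Quantile normalization gave 3 for the proximal contrast of the conserved and human array, at the preset correlation.

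Median numbers of detected probes per locus were 114.5 mature, 87 star, 48.5 conserved, 25.5 known and 114.5 human. With a cut-off of 6 they were 248.5 mature, 246.5 star, 78 conserved and 332.5 human, and with 8 they were 41 mature, 24.5 star, 16 known and 70.5 human. Star strands above mature strands, 63, became 114 when 4 of 7 arrays were asked for and 18 with a gap of 1 log2 unit.

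In the tree of the conserved and human array 2 of 3 pairs were joined with all probes, and 2 with quantile normalization. The level of the common reference went from 1.00 to 0.0723 with quantile normalization on that array, by construction, and from -0.12 to 0.1264 in unnormalized signals on the miRDeep array.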

Differences from the paper's values

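The trees from Additional file 4 and from human probes above 6 are tests chosen after the result was seen; the other settings were chosen beforehand.

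The paper counts 31 miRNAs with a star signal above the mature signal, and the arrays gave 63. The settings tried differ from the paper as well (114 on at least 4 of 7 arrays, 63 with scanner signals, 18 with a gap of 1 log2 unit on all arrays).

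A coefficient is said to differ from that of the paper when it lies more than 1 bootstrap SD away (SD 0.041 over all samples together, 0.076 in the distal jejunum and 0.124 in the common reference), and a count when the ratio is above 1.5. For Pearson r between human and porcine probes over all samples together the paper gives 0.7468, and 0.8058 was found here. The 3 alternatives also differ (0.8147 for probes above 7 in that sample, 0.8866 for the porcine probes of the conserved and human array, 0.8302 with quantile normalization). In the distal jejunum the paper gives 0.8731, against 0.791 here; the porcine probes of the conserved and human array (0.8567) and quantile normalization (0.8009) no longer differ from the paper, and probes above 7 in that sample (0.781) do. In the common reference the paper gives 0.8155, against 0.6604 here, and none of the 3 alternatives differs from the paper (0.8144 for probes above 7 in that sample, 0.8098 for the porcine probes of the conserved and human array, 0.7488 with quantile normalization). In 3 loci the deposited values did not differ, but alternatives did: with probes above 7 in that sample r was 0.746 in the ascending colon (paper 0.9332), 0.738 in the transverse colon (paper 0.8664) and 0.8218 in the ileum (paper 0.8925), with quantile normalization 0.8204 in the ileum, and with the porcine probes of the conserved and human array 0.9539 in the transverse colon. The paper does not name the miRNAs behind its coefficients; 19 were found here.

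The paper joins colon with distal jejunum and ileum in the tree of the homologous probes. Here colon joined duodenum and proximal jejunum on the miRDeep array, also with complete linkage, with correlation as the distance and with quantile normalization. All 798 probes gave the paper's arrangement, and so did the 95 entries of Additional file 4 with values in all 7 samples, a set chosen after seeing the values. The arrangement of the conserved and human array was that of the paper, and complete linkage, all probes and quantile normalization gave another. For human probes in all 7 samples the paper gives 66; 46 were found with the cut-off of 7 and 65 with a cut-off of 6.

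The mature probes of MDM288, which the paper places with miR-214 as increased in colon, and of MDM335, which it lists as expressed along the entire intestine, stayed below 7 on all arrays. The star probes of both were above 7 in all 7 samples, and the paper also kept predictions with a star signal above 7, so their detection is no disagreement. The colonic increases that the paper gives for miR-19b, miR-23a, miR-24, miR-30b, miR-126, miR-22, miR-16, miR-21 and let-7d had the same direction on the conserved and human array. They did not pass limma with the filter in at least 2 of 6 loci. With a filter in all 6 loci 17 probes of that array were called higher in colon and 1 lower. The 84 probes of this filter had a median difference of 1.01, so these calls stand against a shift of the whole set. For miR-22, miR-16 and 1 probe of miR-19b the direction was the opposite with quantile normalization. The miRDeep probe for miR-21 had the opposite direction (-0.39). The paper places the duplicated cluster of miR-194 and miR-215 on chromosomes X and 10, while the later annotation used here has miR-194 beside miR-215 on chromosome 10 and beside miR-192 on chromosome 2, and none on chromosome X by name. The human probe for miR-194 was level where the paper describes the highest expression in the proximal small intestine.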

Other observations

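The comparison of the human miR-194 probe with miR-192 is a test chosen after the result was seen. In the data as a whole, 3 gradients stand out. miR-194 and miR-215 marked the proximal small intestine and were lowest in colon. Some miRNAs of muscle and connective tissue (miR-145, miR-125b, miR-27a) were lowest in distal jejunum and ileum on the miRDeep array, while miR-143 was not called (-0.63, adjusted p = 0.0972) and miR-214 lay at 9.08 there and at 9.11 in the proximal loci. On the second array the stromal list lay lower there and higher in colon, and did not pass with an estimated correlation (adjusted p = 0.713 and adjusted p = 0.541). The human probes for miR-145 and miR-125b were lowest in the duodenum on that array (8.33 and 9.15), where the duodenum was dim. Among the other loci miR-125b was lowest in distal jejunum (10.09) and ileum (10.17), with 10.51 in the proximal jejunum. miR-145 was lowest in the distal jejunum (10.31), with 10.77 in the proximal jejunum and 11.09 in the ileum. Whether the gradient of these miRNAs was the same on both designs therefore cannot be told. GC-rich predictions, led by miR-4332 and MDM148, were highest in distal jejunum and ileum.

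The 2 let-7 miRNAs tested on the miRDeep array, let-7c and let-7i, were higher in the proximal (median 1.15) and lower in the distal small intestine (median -1.02), calls that were lost with a GC trend removed, and on the second array 8 of 8 let-7 miRNAs lay above 0 in colon (median 1.29, camera adjusted p = 0.110), beside a median of 0.63 for all probes. The miR-17-92 family (12 of 15 tested on the second array, medians 0.22 in colon, 0.37 proximal and -0.42 distal) and the miR-15/16 family (4 of 5, medians 0.77, -0.71 and 0.00) had no calls, on an array with 1 call in all. Leukocyte miRNAs lay at 0.61 in colon and 0.62 in the proximal small intestine (camera adjusted p = 0.667 and adjusted p = 0.695), and miR-29c was the only one tested on the miRDeep array. In the endothelial list 2 of 4 miRNAs were tested (median 1.86 in colon), in the neuronal list miR-129 on the second array (2.49 in colon, passing when adjusted over the list alone) and miR-128 on the miRDeep array (0.09 in colon, adjusted p = 0.874), and in the red blood cell list miR-451 (-0.31). The proliferation-linked list had 3 of 7 members on the second array (medians -0.45 in colon, camera adjusted p = 0.104, and 0.83 in the proximal small intestine, adjusted p = 0.179, with 1 member passing each time when adjusted over the list alone). Of the list for pancreas or liver, miR-122 was higher in the proximal small intestine on the miRDeep array (1.12, at least 0.23, limma adjusted p = 0.0366), a call lost with quantile normalization (adjusted p = 0.0764), with scaling (adjusted p = 0.067) and in 5 of 6 fits without 1 locus, and miR-217 was not called (adjusted p = 0.256). The Hox cluster list had 0 tested members on either array.

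The human probe for miR-194 hardly differed where the miRDeep probe for miR-194 differed by -4.43 between colon and small intestine. Its colonic difference lay 0.36 from the median of the 3 miR-192 probes of the same array (-0.47), while the 2 miR-215 probes had a median of -4.06. The paper places the miRDeep sequence beside miR-215 on chromosomes X and 10, as identical clusters. In the annotation used here a copy of miR-194 lies beside miR-192 on chromosome 2, which the account of the paper does not have, so the human probe may read mostly the chromosome 2 copy, which would be present along the whole intestine. The human probe sequence was not used here, and binding of other RNAs is not excluded. Measuring both precursors, or cloning the mature forms from colon, would tell these apart.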
